# Genetic Variations Strongly Influence Phenotypic Outcome in the Mouse Retina

**DOI:** 10.1371/journal.pone.0021858

**Published:** 2011-07-14

**Authors:** Austin S. Jelcick, Yang Yuan, Barrett D. Leehy, Lakeisha C. Cox, Alexandra C. Silveira, Fang Qiu, Sarah Schenk, Andrew J. Sachs, Margaux A. Morrison, Arne M. Nystuen, Margaret M. DeAngelis, Neena B. Haider

## Abstract

Variation in genetic background can significantly influence the phenotypic outcome of both disease and non-disease associated traits. Additionally, differences in temporal and strain specific gene expression can also contribute to phenotypes in the mammalian retina. This is the first report of microarray based cross-strain analysis of gene expression in the retina investigating genetic background effects. Microarray analyses were performed on retinas from the following mouse strains: C57BL6/J, AKR/J, CAST/EiJ, and NOD.NON-*H2* ^-nb1^ at embryonic day 18.5 (E18.5) and postnatal day 30.5 (P30.5). Over 3000 differentially expressed genes were identified between strains and developmental stages. Differential gene expression was confirmed by qRT-PCR, Western blot, and immunohistochemistry. Three major gene networks were identified that function to regulate retinal or photoreceptor development, visual perception, cellular transport, and signal transduction. Many of the genes in these networks are implicated in retinal diseases such as bradyopsia, night-blindness, and cone-rod dystrophy. Our analysis revealed strain specific variations in cone photoreceptor cell patterning and retinal function. This study highlights the substantial impact of genetic background on both development and function of the retina and the level of gene expression differences tolerated for normal retinal function. These strain specific genetic variations may also be present in other tissues. In addition, this study will provide valuable insight for the development of more accurate models for human retinal diseases.

## Introduction

The amount of genetic diversity within a species is significant and contributes to the survival of the species through genetic drift. There are many examples of sequence variants which have no detrimental functional consequences. These variants result in a range of normal phenotypes as well as those associated with disease. For example, iris pigmentation is an easily observable trait that varies with genetic background and has no detrimental consequence [1]. Other observable phenotypic changes are non-disease associated, and result in the biological diversity seen between individuals. These can include alterations in skin pigmentation, hair pigmentation, height, and other non-disease associated traits.

Genetic variation can also have a negative impact. Disease associated phenotypic differences such as severity and progression rate can be the result of single gene mutations and different mutations within the same gene causing unique phenotypes [2]. In addition, quantitative trait loci (QTL) and modifier genes are examples of mechanisms where multiple sequence variants work in concert to produce a single phenotype [3]. Thus, variations in disease phenotype can vary not only between individuals, but also within a given gene. There are many examples in humans of variation in disease phenotype due to variation in genetic background, including rheumatoid arthritis, coeliac disease, and interstitial lung disease [4]–[5]. Genetic disorders can often exhibit large variations in disease expressivity and penetrance that can be attributed to allelic differences or genetic background effects. The influence of genetic background on disease phenotype is commonly observed in mice [6], [7]–[11]. However, the underlying genetic determinants responsible for many phenotypic variances are still poorly understood.

There are over 200 inbred mouse strains, each with unique genetic and phenotypic traits (http://jaxmice.jax.org/research/index.html). Phenotypic variations in inbred mouse strains have served as models for many human diseases, and are used in the development of new therapies. Such diseases include obesity [12], seizure threshold [13], alcohol consumption [14], visual acuity [15], complete agenesis of the corpus collosum [16], and aggressive behavior [17].

Genetic alterations have a significant impact on the retina. Over two-thirds of retinal diseases result in degeneration of rod and/or cone photoreceptor cells, which comprise 70% of all retinal cells. Phenotypic variations in the retina include disease onset and severity, such as that observed for the retinal degeneration 7 (*rd7*) mouse model, which harbors a mutation in the nuclear hormone receptor *Nr2e3* [18] and models the human retinal disease enchanced S-cone syndrome. The identification of underlying genetic determinants and their associated pathways is thus vital to further understanding the influence of genetic variation on phenotypic variation and severity.

The inbred strains used in this study are homogenous within the strain yet highly genetically divergent from one another [9]. Three of the strains (CAST/EiJ, AKR/J, NOD.NON-*H2* ^-nb1^) are known to harbor suppressor alleles for retinal degeneration associated with the *rd7* phenotype [6] while one strain, C57BL6/J (B6), exhibits 100% penetrance for the disease. These strains have also been shown to harbor modifier alleles for other phenotypes. For example, the AKR/J mouse harbors modifier alleles for *RS1* related X-Linked retinoschisis [19] and TUB related retinal degeneration [20]. Similarly, the CAST/EiJ mouse harbors modifier alleles for *EYA1* related cochlear aplasia [21], Apc (Min) related intestinal polyps [22], and can develop coloboma. Additionally, micro- or anophthalmia is frequently observed in C57BL6/J mice (our unpublished observations). These strains are derived from both wild and inbred mice. The diverse genetic backgrounds of the strains used, and the inclusion of strains not noted for limited polymorphism ensures a more accurate analysis of differential expression between strains [23].

The purpose of this study was to determine the impact of differential gene expression, on the morphology and function of the developing and mature mouse retina. The study was performed using four genetically divergent inbred strains of mice (C57BL6/J; AKR/J; CAST/EiJ; NOD.NON*-H2* ^-nb1^) that were previously shown to harbor modifier alleles for retinal degeneration [18]. Each strain has a unique signature gene expression that impacts whole gene networks temporally. These signature strain specific differences translate into biological consequences affecting cell patterning and retinal function. This study thus provides valuable insight into the consequence of varying gene expression on biological processes. These data will further aid in the development of more appropriate mouse model systems that recapitulate human disease, which may ultimately impact disease causality and response to therapies.

## Results

### Microarray Expression Analysis and Confirmation

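RNA from retinas of C57BL6/J, CAST/EiJ, NOD.NON-H2-nb1 and AKR/J mice was hybridized to Affymetrix arrays at E18.5 and at P30.5. Arrays of rd7 mice, which carry a retinal degeneration mutation, belong to the same series and were kept in the model. The series held 29 arrays in 10 groups, with 3 arrays in each group except AKR/J at E18.5, which had 2. Each array carried RNA pooled from 10 retinas, so the arrays are replicates of pools and not of single mice. The authors deposited RMA values on the log2 scale for 56.4% of the probe sets on the array, which measure 12349 genes, and MAS5 signals on a linear scale for all probe sets, which measure 18194 genes. The median of an array in the RMA values lay between 6.74 and 6.96. In the MAS5 signals it lay between 91.9 and 135.3. The filter behind the RMA table is not named in the paper's text. The table held 1.06% of the probe sets with a mean MAS5 signal under log2 3, 94.0% of those between 7 and 8, and 0 of the 481 above 13, so the most abundant transcripts can be read from the MAS5 signals only. Replicates of a group correlated at 0.931 to 0.991 over the probe sets, in 28 pairs of arrays. Each strain was compared with C57BL6/J at the same age, and P30.5 with E18.5 in the same strain, in one limma model of all 29 arrays with 19 residual degrees of freedom. A probe set was called differentially expressed at an adjusted p under 0.001 and a change of at least 2-fold, the paper's thresholds. A gene is reported by its probe set with the highest mean RMA value unless another one is named, and gene symbols are those of the GRCm38.p6 annotation. Values are log2 fold changes with their standard error (SE), and adjusted p-values are limma's. Where a gene's median over its probe sets has an adjusted p, it is the median of their adjusted p-values. The median itself was not tested.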

To determine the impact of genetic background on differential gene expression, we performed microarray analysis on retinas from C57BL6/J, CAST/EiJ, AKR/J, and NOD.NON*-H2* ^-nb1^ mice at E18.5 and P30.5. Expression variances were identified by pair-wise comparisons of each strain relative to C57BL6/J utilizing criteria of a 2 fold change or greater and a p-value <0.001 adjusted for a false discovery rate of 10% (BRB Arraytools). 

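Pisd-ps3, a pseudogene related to the phosphatidylserine decarboxylase gene, was lower in CAST/EiJ than in C57BL6/J retinas at E18.5 (log2 fold change -4.38, SE 0.33, adjusted p = 3.75e-10, n = 3 arrays per group) and at P30.5 (-5.17, adjusted p = 2.03e-11). It was also lower in NOD.NON-H2-nb1 retinas at both ages, by log2 fold changes of -4.82 and -5.58, and in AKR/J retinas at P30.5, by -5.73. AI506816, a transcript with no assigned function, was higher in NOD.NON-H2-nb1 retinas at E18.5 (4.72, SE 0.15, adjusted p = 6.66e-17) and at P30.5 (4.35), and in AKR/J retinas at P30.5 (4.28). CAST/EiJ retinas had more differentially expressed probe sets than the other two strains at both ages. At E18.5, 692 were higher and 1302 lower in CAST/EiJ than in C57BL6/J, and at P30.5, 619 were higher and 1093 lower. In AKR/J, 684 were higher and 430 lower at E18.5, and 131 were higher and 298 lower at P30.5. The excess of higher calls in AKR/J at E18.5 was absent with the array date as a replicate block (415 higher and 417 lower) and turned with MAS5 signals (174 higher and 253 lower). In NOD.NON-H2-nb1, 111 were higher and 303 lower at E18.5, and 157 were higher and 261 lower at P30.5. The AKR/J count at E18.5 rested on each array of its groups. Its total of 1114 fell to 382 and 307 without AKR/J replicates 1 and 2, and to 714, 659 and 596 without C57BL6/J replicates 1, 2 and 3. It was 179 with the level of surrounding tissue in each E18.5 array as a covariate, a setting chosen after the data were seen. With MAS5 signals in place of RMA values the AKR/J totals were 427 at E18.5 and 269 at P30.5, and the NOD.NON-H2-nb1 totals were 243 and 255. A fit of the arrays of E18.5 alone gave 313 for AKR/J and 272 for NOD.NON-H2-nb1. A fit of the compared groups alone gave, at P30.5, 133 for AKR/J, 1044 for CAST/EiJ and 194 for NOD.NON-H2-nb1, and 1307 for CAST/EiJ at E18.5.

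**Figure D1:**
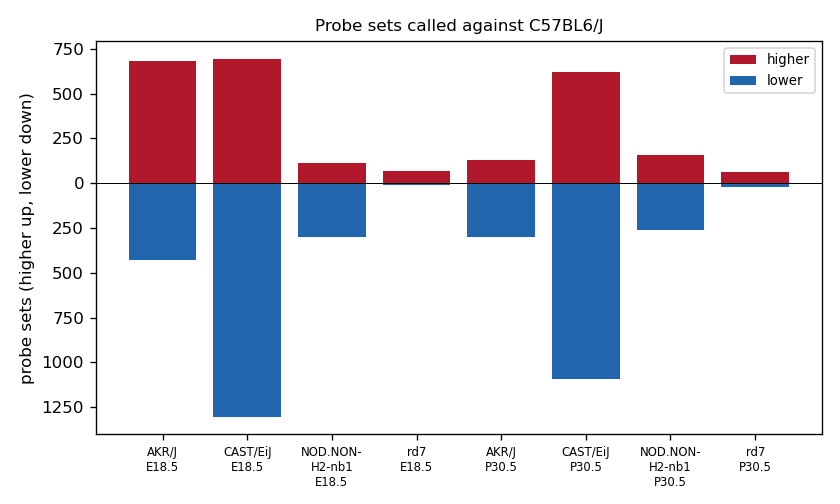
Number of probe sets called higher (above 0) and lower (below 0) than in C57BL6/J at E18.5 and P30.5, for each strain, at an adjusted p under 0.001 and at least 2-fold. The bars of CAST/EiJ are the longest below 0 at both ages, with 1302 and 1093 probe sets lower.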

Significant strain specific variations in expression were identified at both E18.5 and P30.5, clearly visible by heatmap (Figure 1). Expression data was confirmed by qRT-PCR, with over 82% of the 138 genes tested confirmed. Genes involved in retinal function, such as the perception of external stimuli, retinoic acid receptor activity, axon guidance, photoreception, and neuronal development had a greater than 90% confirmation rate (Table 1). 

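Gm11342, a predicted gene, was lower at P30.5 in CAST/EiJ (log2 fold change -5.06, SE 0.27, adjusted p = 8.13e-13, n = 3 arrays per group) and in NOD.NON-H2-nb1 (-4.98, adjusted p = 4.93e-12) than in C57BL6/J retinas. Zfp871, a zinc finger gene, was lower in NOD.NON-H2-nb1 at E18.5 (-3.02, SE 0.34, adjusted p = 1.03e-06). In AKR/J at P30.5 it was lower by -3.35 (adjusted p = 1.99e-07, and 0.00261 in a fit of these 2 groups alone). Counted over AKR/J, NOD.NON-H2-nb1 and CAST/EiJ, 2817 probe sets of 1736 genes differed from C57BL6/J at E18.5, and 2091 probe sets of 1305 genes at P30.5. A fit of the arrays of E18.5 alone gave 1684 probe sets at E18.5, and fits of the compared groups alone gave 1174 at P30.5. At E18.5, 2251 were called in a single strain, 427 in a pair of strains and 139 in all of them, of which 30 were higher and 108 lower in every strain. At P30.5 the numbers were 1732, 250 and 109, with 24 higher and 82 lower in every strain. Strains shared more calls than independent lists of these sizes would. AKR/J and CAST/EiJ shared 194 higher and 211 lower probe sets at E18.5, where 18.6 and 22.0 would be shared by chance. CAST/EiJ and NOD.NON-H2-nb1 shared 139 lower probe sets at P30.5, where 11.2 would be shared by chance. All strains were compared with the same C57BL6/J arrays, so part of this excess may come from those controls. In 20 simulations of strains without a difference that shared their controls, AKR/J and CAST/EiJ at E18.5 had a mean covariance of 0.0274, against a covariance of 0.323 in the data. At P30.5 the covariances in the data were 0.0934 to 0.108, against 0.0276 in the simulations. The correlations with CAST/EiJ there were 0.372 for AKR/J and 0.353 for NOD.NON-H2-nb1, below the simulated 0.502. The simulations left out the array date, which arrays of different strains share. Within a strain, 739 probe sets were lower at both ages in CAST/EiJ, 179 in AKR/J and 156 in NOD.NON-H2-nb1, where 55.9, 5.04 and 3.11 would be by chance. Those higher at both ages numbered 234, 49 and 52.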

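Markers of tissue around the retina differed between the E18.5 pools. Tspan10, a tetraspanin gene of the retinal pigment epithelium, was higher in CAST/EiJ than in C57BL6/J retinas (log2 fold change 3.71, SE 0.51, adjusted p = 5.27e-06, n = 3 arrays per group), as was Oca2, a gene of melanin synthesis (3.20, adjusted p = 4.55e-05). Col12a1, a collagen gene of connective tissue, was higher in AKR/J retinas (4.84, SE 0.78, adjusted p = 0.000103). Without AKR/J replicate 1 or 2 its adjusted p was 0.00216 or 0.00424, and its median over its probe sets was 2.32 (adjusted p = 0.219). Tnnt3, a troponin gene of fast skeletal muscle, was higher in AKR/J by 5.84 (SE 1.15, adjusted p = 0.000809). Its adjusted p was 0.00265 to 0.0165 when any one array of the 2 groups was left out, and 0.00486 with the array date as a replicate block. Of 9 skeletal muscle genes, all were higher in AKR/J at an adjusted p under 0.05, with a median of 4.2 (camera adjusted p = 2.31e-07). Of 18 genes of the mesenchyme around the eye, 17 were higher in AKR/J, with a median of 3.55 (camera adjusted p = 4.53e-13). Of 10 genes of the pigment epithelium and of melanocytes, 8 were higher and 1 lower in AKR/J, with a median of 2.52 (camera adjusted p = 4.86e-05). Adjusted over the list alone, these numbers were the same. In CAST/EiJ, 9 pigment epithelium genes were higher and 1 lower (median 2.66, camera adjusted p = 0.000144). Of the mesenchyme genes, 6 were higher in CAST/EiJ, and 11 adjusted over the list alone (median 1.56, camera adjusted p = 0.00484, and 0.159 without CAST/EiJ replicate 1). In NOD.NON-H2-nb1, 2 pigment epithelium genes were higher, and 7 adjusted over the list alone (median 1.25, camera adjusted p = 0.000714, and 0.081 without NOD.NON-H2-nb1 replicate 3). None of these list shifts held with an estimated correlation, where the adjusted p lay between 0.18 and 0.611. Of the measured genes, 7 of the mesenchyme list, 0 of the muscle list and 4 of the pigment epithelium list had a mean of 6 or more in C57BL6/J at E18.5. The mean MAS5 signal of the muscle list was 11.5 ± 0.113 (log2, SD, n = 2) in AKR/J and 5.74 ± 0.0648 (SD, n = 3) in C57BL6/J. It ranged from 7.16 to 10.6 over the CAST/EiJ arrays and from 5.58 to 10.7 over the NOD.NON-H2-nb1 arrays.

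**Figure D2:**
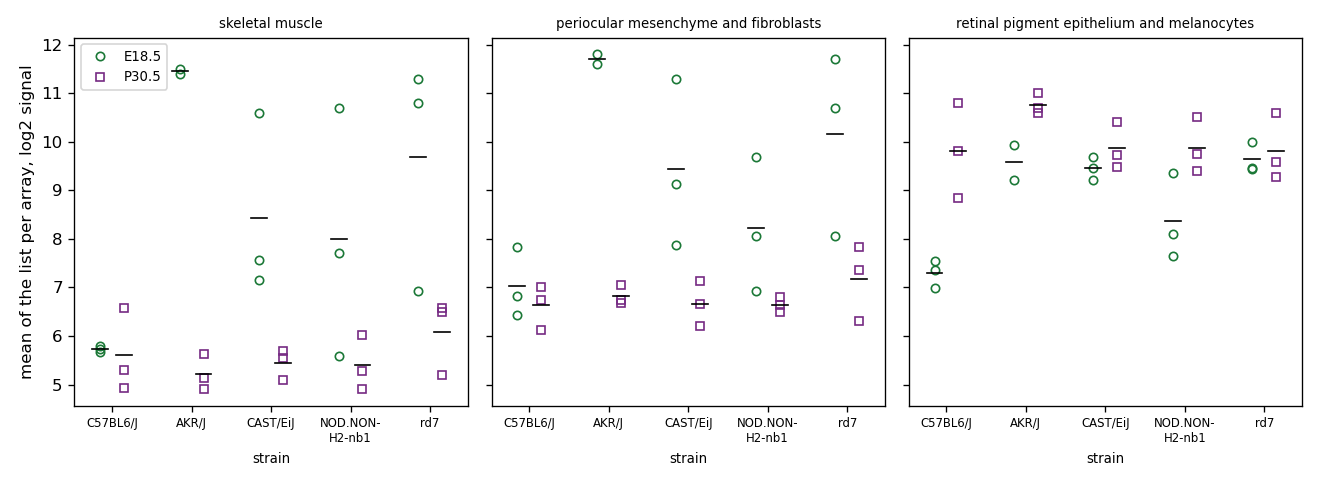
Mean log2 MAS5 signal of the skeletal muscle, mesenchyme and retinal pigment epithelium lists in each array of E18.5 and P30.5, by strain and age, with 1 point per array and a line at the group mean. At E18.5 the AKR/J arrays lie at 11.4 and 11.5 for the muscle list and the C57BL6/J arrays between 5.67 and 5.8, and those of the other E18.5 groups between 5.58 and 11.3.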

We also found 3098 and 2685 differentially expressed genes to be highly statistically significant at E18.5 and P30.5 respectively (Table S1). A subset of the statistically significant genes (120) from the E18.5 dataset were selected for further analysis based on the following criteria in addition to their initial statistical significance: 1) a known role in retinal development; 2) an association with retinal disease; 3) a wide disparity in inter-strain expression. Ontological analysis was performed on these genes and generated three major networks (Table 1). Additionally, we observed temporal variance in gene expression across all strains.

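Cdca5, which holds sister chromatids together in dividing cells, fell from E18.5 to P30.5 in all 4 strains, by log2 fold changes of -7.10 in C57BL6/J (SE 0.18, adjusted p = 5.06e-19, n = 3 arrays per age), -6.90 in AKR/J, -7.19 in CAST/EiJ and -6.97 in NOD.NON-H2-nb1. Sox11, a transcription factor gene of developing neurons, fell by log2 fold changes of -5.31 in AKR/J to -6.07 in C57BL6/J. Fscn2, which encodes a fascin of photoreceptors, rose by 5.18 in C57BL6/J (SE 0.22, adjusted p = 2.05e-15) to 5.59 in AKR/J. Gng13, which encodes a G protein subunit of bipolar cells, rose by 4.84 in CAST/EiJ to 5.49 in NOD.NON-H2-nb1. Of 26 cell cycle genes, 23 fell and 1 rose in C57BL6/J at an adjusted p under 0.05, with a median of -3.19 (camera adjusted p = 1.36e-14, and 0.0012 with an estimated correlation). The medians in AKR/J, NOD.NON-H2-nb1 and CAST/EiJ were -2.78, -2.54 and -2.19, with 20, 21 and 21 genes lower. Of 14 bipolar cell genes, 14 rose in C57BL6/J (median 2.03, camera adjusted p = 5.28e-09, and 0.00246 with an estimated correlation), 12 in AKR/J, 12 in CAST/EiJ and 13 in NOD.NON-H2-nb1. These counts were the same adjusted over the list alone, except for 22 cell cycle genes in NOD.NON-H2-nb1. In total, 4583 probe sets changed with age in C57BL6/J, 4259 in AKR/J, 3917 in CAST/EiJ and 4311 in NOD.NON-H2-nb1, of which 1046 rose and 1128 fell in every strain. Without AKR/J E18.5 replicate 2 the AKR/J count was 2729. A fit of the CAST/EiJ arrays alone gave 2477. The difference from C57BL6/J itself changed with age for 60 probe sets in AKR/J, 221 in CAST/EiJ and 45 in NOD.NON-H2-nb1 (interaction test in limma). The AKR/J interaction count was 37 and 26 without AKR/J E18.5 replicates 1 and 2, 34 and 38 without AKR/J P30.5 replicates 2 and 3, 38 and 32 without C57BL6/J E18.5 replicates 2 and 3, and 37 without C57BL6/J P30.5 replicate 3. The CAST/EiJ interaction count was 144 and 122 without C57BL6/J E18.5 replicates 2 and 3. From MAS5 signals these counts were 7, 35 and 5. Other fits moved them both ways, to 601 for AKR/J and 127 for CAST/EiJ with the compared groups alone, to 235 for AKR/J without the rd7 arrays, and with the array date as a random block to 119 for AKR/J, 352 for CAST/EiJ and 72 for NOD.NON-H2-nb1.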

**Figure 1:**
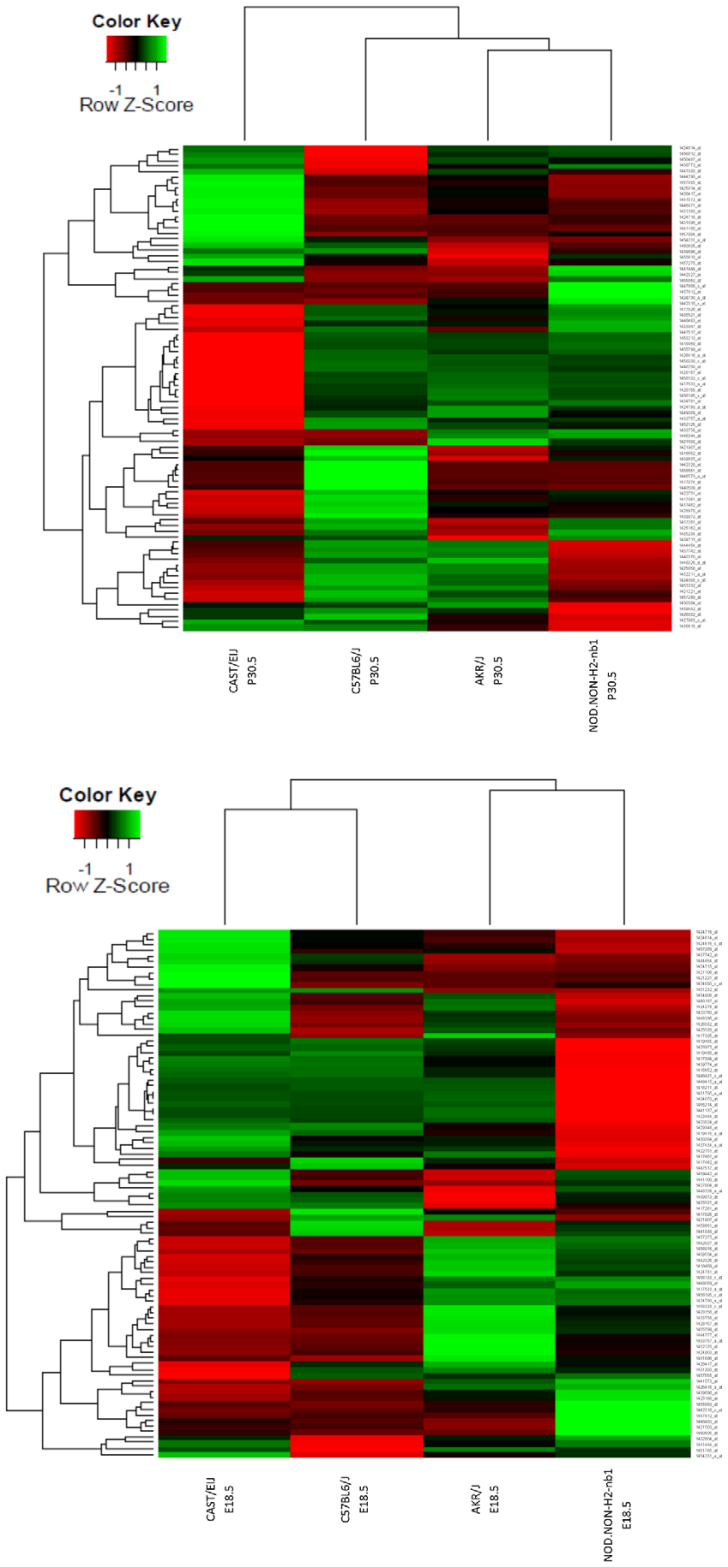
Heatmap of Gene Expression in CAST/EiJ; C57BL6/J; AKR/J; and NOD.NON-H2-nb1. Color key represents the relative expression for a gene for each strain based on the estimated mean log2 intensities. Rows represent the individual genes, while columns represent each strain. Top heat map depicts expression and average-linkage hierarchical clustering for differentially expressed genes at P30.5 from each pair comparison relative to B6. Bottom heat map depicts expression and average-linkage hierarchical clustering for differentially expressed genes at E18.5 from each pair comparison relative to B6.

**Table 1:** Confirmation of Gene Expression via qRT-PCR.

	Gene	Strain	Timepoint	Microarray Fold Change	qRT-PCR Fold Change
**Transcription/Signal Transduction Network**					
**(Network 1)**	Foxc1	AKR/J	E18.5	10.02	17.45
	Rarg	AKR/J	E18.5	2.61	12.00
	Gng2	CAST/EIJ	E18.5	−11.11	−1.31
	Ncoa2	CAST/EIJ	E18.5	1.29	1.69
	Nrip1	CAST/EIJ	E18.5	−2.78	−1.69
	Rarb	CAST/EIJ	E18.5	2.56	1.71
	Rbl1	CAST/EIJ	E18.5	−5.00	−1.86
	Sfrp1	CAST/EIJ	E18.5	3.69	3.65
	Cd151	CAST/EIJ	P30.5	2.74	−1.19
	Itgb5	CAST/EIJ	P30.5	−11.11	−54.33
	Kif4	CAST/EIJ	P30.5	−1.18	−3.09
	Med1	CAST/EIJ	P30.5	−4.17	−2.87
	Nfatc2	CAST/EIJ	P30.5	2.07	1.53
	Nr2c1	CAST/EIJ	P30.5	−2.38	−3.06
	Nr2c2	CAST/EIJ	P30.5	−1.72	−1.70
	Opn1sw	CAST/EIJ	P30.5	−1.67	1.14
	Prrx1	CAST/EIJ	P30.5	−1.39	−2.05
	Thrap3	CAST/EIJ	P30.5	−12.50	−3.23
	Tle4	CAST/EIJ	P30.5	3.20	−1.59
	Nsd1	NOD.NON-H2-nb1	E18.5	−1.89	−1.91
	Sema3b	NOD.NON-H2-nb1	E18.5	1.25	1.03
**Photoreception/Development Network**					
**(Network 2)**	Nisch	CAST/EIJ	E18.5	−16.67	−4.37
	Rai14	CAST/EIJ	E18.5	−5.26	−2.94
	Retsat	CAST/EIJ	E18.5	6.18	1.17
	Rpgrip1	CAST/EIJ	E18.5	−4.00	−4.73
	Trp53bp1	CAST/EIJ	E18.5	−20.00	−1.63
	Crabp1	CAST/EIJ	P30.5	2.45	1.48
	Rab21	CAST/EIJ	P30.5	2.51	−1.28
	Rab37	CAST/EIJ	P30.5	−1.11	−1.25
	Rgs9	CAST/EIJ	P30.5	−10.00	−1.79
	Scmh1	CAST/EIJ	P30.5	−2.08	−4.33
	Tle1	CAST/EIJ	P30.5	2.13	−1.24
	Vsx1	CAST/EIJ	P30.5	−1.10	−25.43
	Mitf	NOD.NON-H2-nb1	E18.5	2.84	4.51
**Cell Communication Network**					
**(Network 3)**	Crxos1	AKR/J	E18.5	−2.00	−10.98
	Jag1	CAST/EIJ	E18.5	3.03	2.03
	Abcd2	CAST/EIJ	P30.5	−1.16	−23.11
	Fbxo2	CAST/EIJ	P30.5	1.21	−2.71
	Fbxo9	CAST/EIJ	P30.5	1.98	−1.27
	Rorb	CAST/EIJ	P30.5	1.34	−2.53
	Spata5l1	CAST/EIJ	P30.5	−3.85	−1.38
	Zfp365	CAST/EIJ	P30.5	2.55	1.47
	Sema3c	NOD.NON-H2-nb1	E18.5	4.32	5.81
	Rbp3	NOD.NON-H2-nb1	E18.5	−3.03	−3.91
	Sox30	NOD.NON-H2-nb1	P30.5	10.57	65.83

Genes found statistically significant by microarray that were tested via qRT-PCR. Fold changes found by microarray and qRT-PCR are shown, as well as strain and time point in which the gene was tested.

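Sox30, a transcription factor gene of the testis, was higher in NOD.NON-H2-nb1 than in C57BL6/J retinas at P30.5 (log2 fold change 3.40, SE 0.17, adjusted p = 8.58e-13, n = 3 arrays per group). Itgb5, which encodes an integrin subunit used by the pigment epithelium to take up outer segments, was lower in CAST/EiJ at P30.5 (-3.55, SE 0.20, adjusted p = 1.5e-12), and by its probe set with the highest mean by -2.33. At E18.5, Nisch, which encodes an integrin-binding protein, was lower in CAST/EiJ (-4.09, SE 0.36, adjusted p = 5.8e-09). Trp53bp1, which encodes a DNA repair protein, was lower in CAST/EiJ at E18.5 by the probe set nearest the table value (-4.41, SE 0.26, adjusted p = 5.03e-12), and differed by 0.22 (adjusted p = 0.221) by the one with the highest mean. The former was not low in CAST/EiJ alone. Its ratios to C57BL6/J at E18.5 were 0.047 in CAST/EiJ, 0.048 in NOD.NON-H2-nb1 and 0.043 in AKR/J. Retsat, which encodes a retinol saturase, was higher in CAST/EiJ at E18.5 (3.01, SE 0.16, adjusted p = 4.31e-13), and its median over its probe sets was 1.46 (median adjusted p = 0.393). Table 1 lists 45 genes, each in one strain and at one age, and 36 of them in CAST/EiJ. Of these, 25 were called in these data, 11 higher and 14 lower than in C57BL6/J, and 36 passed an adjusted p of 0.05. The remaining 9 did not. In the table, the qRT-PCR value had the direction of the array value for 37 of the 45 genes and the opposite one for 8. The table names genes and not probe sets, so for a gene with several probe sets the one nearest to the table's microarray value was taken, which favours a match with the table in size, direction and call.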

To further determine strain specific and temporal gene expression, clustering analysis using GeneCluster 2 was performed. Multiple clusters containing highly significant genes were generated. These clusters were generated based on 1) statistical significance of differential expression 2) expression unique to a given strain (i.e. up-regulated in AKR/J); these clusters verified our prior observation of strain specific and temporal gene expression. These clusters were analyzed to determine their involved pathways. 

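Samd7, which encodes a transcriptional repressor of photoreceptors, was low in AKR/J retinas alone at P30.5, with a mean RMA value of 4.21 ± 0.26 (log2, SD, n = 3) against 8.40 ± 0.87 in C57BL6/J, 9.76 ± 0.19 in CAST/EiJ and 8.69 ± 0.47 in NOD.NON-H2-nb1. Its log2 fold change from C57BL6/J was -4.19 (SE 0.34, adjusted p = 4.49e-09). Cerkl, a ceramide kinase-like gene linked to retinal dystrophy, was high in AKR/J retinas alone at P30.5 (4.22, SE 0.21, adjusted p = 1.03e-12). From MAS5 signals its adjusted p was 0.0027. Fyco1, which encodes an adaptor for vesicle transport, was lower in CAST/EiJ than in C57BL6/J at E18.5 (-4.43, SE 0.20, adjusted p = 6.13e-14) and at P30.5 (-5.76, adjusted p = 5e-16). A probe set was taken as specific to a strain when it differed from each of the other 3 strains in the same direction, each time at an adjusted p under 0.001 and at least 2-fold. At E18.5 there were 647 such probe sets in CAST/EiJ, of which 460 were lower, 138 in C57BL6/J, 82 in AKR/J and 50 in NOD.NON-H2-nb1. At P30.5 there were 864 in CAST/EiJ, of which 594 were lower, 106 in C57BL6/J, 64 in AKR/J and 67 in NOD.NON-H2-nb1. The log2 MAS5 signal of Xist, a gene transcribed from the inactive X chromosome of females, was 6.55 to 6.99 in the AKR/J arrays of P30.5, 13.4 to 14.2 in those of CAST/EiJ and of NOD.NON-H2-nb1, and 7.12 to 13.5 in those of C57BL6/J. The sex of the pooled mice thus goes with strain, and these counts do not separate them. The AKR/J count at E18.5 was 46 and 38 without AKR/J replicates 1 and 2, and 178 without CAST/EiJ replicate 1. Without AKR/J replicate 2 the CAST/EiJ count at E18.5 was 385 and the NOD.NON-H2-nb1 count was 30, and without AKR/J replicate 1 the latter was 33. From MAS5 signals the E18.5 counts of C57BL6/J, AKR/J and NOD.NON-H2-nb1 were 55, 39 and 27, and the P30.5 counts of C57BL6/J and NOD.NON-H2-nb1 were 51 and 44. Fits of the compared groups alone gave 67 in CAST/EiJ, 77 in C57BL6/J, 3 in AKR/J and 8 in NOD.NON-H2-nb1 at E18.5, and 42, 22 and 34 in C57BL6/J, AKR/J and NOD.NON-H2-nb1 at P30.5.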

AKR/J specific genes functioned in DNA binding and transcription, cell cycle and phosphorylation; CAST/EiJ specific genes functioned in apoptosis, protein localization, synaptic transmission and cell morphogenesis; while genes specific to E18.5 functioned cell cycle, phosphorylation, neurological function, and apoptosis. 

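H2-K1 and H2-D1, which encode class I molecules of the major histocompatibility complex, were lower in AKR/J than in C57BL6/J retinas at P30.5, by log2 fold changes of -2.56 (SE 0.19, adjusted p = 8.21e-10, n = 3 arrays per group) and -2.01 (SE 0.29, adjusted p = 3.92e-05). From MAS5 signals the adjusted p of H2-K1 was 0.00947. Another H2-D1 probe set was higher by 2.78 (adjusted p = 9.73e-06). Glra1, which encodes a glycine receptor subunit, was lower in CAST/EiJ at P30.5 (-1.75, SE 0.26, adjusted p = 1.79e-05, and 0.00841 from MAS5 signals). Nrip1, which encodes a corepressor of nuclear receptors, was lower in CAST/EiJ at E18.5 by a probe set listed in Table S4 (-1.49, SE 0.23, adjusted p = 2.27e-05), and differed by 0.18 (adjusted p = 0.341) by the one with the highest mean. Lists of genes were set against the genes specific to each strain with Fisher's exact test, with the 12349 measured genes as the background and adjustment over all lists, strains and ages. The paper's functions come from a pathway analysis of its clusters, which was not repeated. Of 26 cell cycle genes, 0 were specific to AKR/J at either age (adjusted p = 1 from Fisher's exact test). By chance 0.118 would be at E18.5 and 0.0926 at P30.5, so a count of 0 cannot speak against the paper's statement. Of 26 apoptosis genes, 1 was specific to CAST/EiJ at each age, Casp9, which was singled out after its values were seen (adjusted p = 1). By chance 0.79 would be at E18.5 and 1.17 at P30.5. Of 30 genes of synaptic transmission, 2 were specific to CAST/EiJ at each age, where 0.911 and 1.35 would be by chance (adjusted p = 1). Of 30 nuclear receptor and coregulator genes, 6 were specific to CAST/EiJ at E18.5, where 0.911 would be by chance (adjusted p = 0.0598), and 6 at P30.5 (adjusted p = 0.155). The first of these was 0.77 without AKR/J replicate 2, 0.128 without CAST/EiJ replicate 3, 0.411 without probe sets that can match several genes and 1 in fits of the compared groups alone. It was 0.0199 to 0.0417 without any one of the 3 C57BL6/J arrays, of the 3 NOD.NON-H2-nb1 arrays or of CAST/EiJ replicates 1 and 2, 0.0304 from MAS5 signals and 0.019 with the array date as a replicate block. The paper names 10 genes of the nuclear receptor list. Its Table 1, drawn from genes significant on these same arrays, holds all of the specific ones except Nr2e1. The overlap of that list is thus not an independent test. Of 10 genes of the major histocompatibility complex region, 2 were specific to AKR/J at P30.5 (adjusted p = 0.068). That value was 0.0381 to 0.048 without any one of the 3 AKR/J arrays, C57BL6/J replicates 2 and 3 or NOD.NON-H2-nb1 replicate 2, up to 0.0711 without other arrays, and 1 from MAS5 signals and without probe sets that can match several genes. As a set, these genes were lower in AKR/J at P30.5 (median -0.26, camera adjusted p = 0.00235), which did not hold with an estimated correlation (adjusted p = 0.229) or without probe sets that can match several genes (0.32). Among the synaptic genes, 7 were lower and 1 higher in CAST/EiJ at P30.5 at an adjusted p under 0.05, and 8 lower adjusted over the list alone (median -0.14, camera adjusted p = 0.00563, 0.449 with an estimated correlation and 0.148 from MAS5 signals).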

A subset of these clusters featuring strong strain specific expression at both E18.5 and P30.5 is shown (Figure 2). These results further illustrate the impact of genetic background on gene expression as well as temporal gene expression during development.

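Prxl2b, which encodes an enzyme of prostaglandin synthesis, was lower in CAST/EiJ than in C57BL6/J retinas at P30.5 (log2 fold change -5.25, SE 0.22, adjusted p = 9.66e-15, n = 3 arrays per group). H2bc18, a histone gene, was higher in NOD.NON-H2-nb1 at P30.5 by 4.17 (SE 0.18, adjusted p = 6.44e-14). In CAST/EiJ, 103 probe sets were specific to the strain and higher at both ages, and 335 were specific and lower at both ages. The numbers were 48 and 13 in C57BL6/J, 7 and 24 in AKR/J, and 9 and 23 in NOD.NON-H2-nb1. Over all probe sets, the log2 fold change from C57BL6/J at E18.5 correlated across probe sets with that at P30.5 at 0.662 in CAST/EiJ, 0.536 in NOD.NON-H2-nb1 and 0.418 in AKR/J. Probe sets are not independent replicates, so these correlations carry no p-value. The paper reads its clusters of strain specific and temporal expression as a further illustration of how genetic background acts on gene expression.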

**Figure 2:**
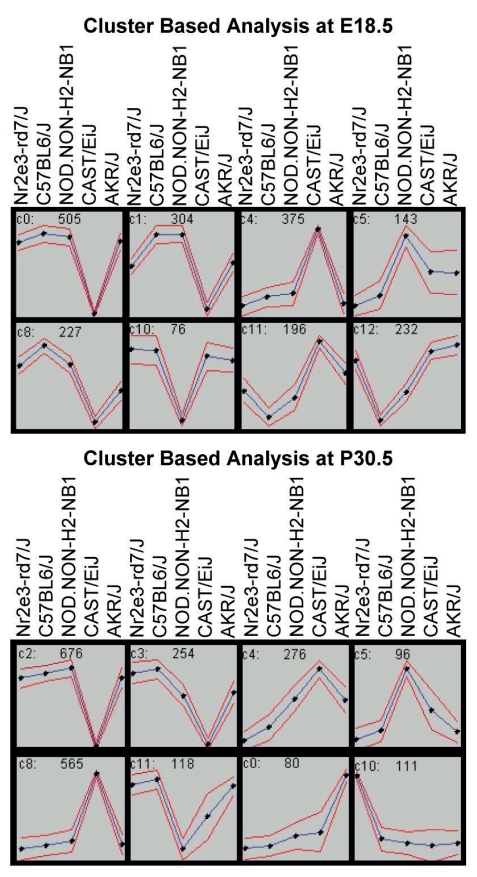
Cluster Based Analysis of Strain Specific and Temporal Gene Expression. Cluster based analysis showing significant strain specific gene expression at E18.5 and P30.5. X axis designates strain/time while the Y axis depicts standardized mean log2 intensity. The number in each cluster graph is the number of genes within each cluster.

### Determination of Gene Ontologies and Functional Relationships of Differentially Expressed Genes

Pathway analysis was performed to identify key gene networks that were differentially expressed. Analysis of these differentially expressed genes revealed conserved top scoring networks, network functions, and canonical pathways relative to C57BL6/J. Specific genes exhibiting the greatest variation differed between strains and network involvement (Table S2). 

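Hbb-y, an embryonic hemoglobin gene, was higher in AKR/J than in C57BL6/J retinas at E18.5 (log2 fold change 5.27, SE 0.29, adjusted p = 6.02e-12, n = 2 and 3 arrays), with an adjusted p of 0.00207 from MAS5 signals. Cd44, which encodes a hyaluronan receptor, was higher in NOD.NON-H2-nb1 at E18.5 (3.71, SE 0.50, adjusted p = 1.63e-05, n = 3 arrays per group). Tmem87a, which encodes a Golgi membrane protein, was higher there too (3.01, SE 0.30, adjusted p = 1.22e-07). Vcp, which encodes an ATPase of protein degradation, was lower in NOD.NON-H2-nb1 at E18.5 (-4.02, SE 0.33, adjusted p = 4.35e-09). The same Vcp probe set was also lower at P30.5, by -3.71 in NOD.NON-H2-nb1 and by -3.67 in AKR/J. Peg3, an imprinted zinc finger gene, was lower in AKR/J at P30.5 (-3.65, SE 0.32, adjusted p = 1.48e-08), and its median over its probe sets was -1.99 (median adjusted p = 0.372). Grik1, which encodes a kainate receptor subunit of OFF bipolar cells, was lower in AKR/J at P30.5 (-4.03, SE 0.16, adjusted p = 1.5e-14), with a median over its probe sets of -2.16 (median adjusted p = 0.279). The largest changes by strain were an 82.97-fold rise of Atp1b4, a muscle membrane gene, in AKR/J at E18.5, and a 50.6-fold rise and a 55.7-fold fall in NOD.NON-H2-nb1 at E18.5. The rise of Atp1b4 had an adjusted p of 0.000797, which was 0.00325 to 0.0154 without any one array of the 2 groups, 0.00783 from MAS5 signals, 0.0271 in a fit of the E18.5 arrays alone and 0.00391 with the array date as a replicate block. With the level of surrounding tissue as a covariate, a setting chosen after the data were seen, its direction turned (log2 fold change -0.30, adjusted p = 0.887). At P30.5 the largest changes were a 30.4-fold rise and a 53.1-fold fall in AKR/J, and a 39.7-fold rise and a 48.0-fold fall in NOD.NON-H2-nb1. Table S2 is not analysed here.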

At P30.5, three major networks were identified functioning in neurological disease, nervous system development and function, and axonal guidance; while at E18.5 three networks were identified functioning in cell signaling, cellular assembly and cellular organization. 

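Syt1 and Vamp1, which encode proteins of synaptic vesicles, were lower in CAST/EiJ than in C57BL6/J retinas at P30.5, by log2 fold changes of -0.84 (SE 0.19, adjusted p = 0.00191, n = 3 arrays per group) and -0.87 (SE 0.18, adjusted p = 0.000911). Both fall short of 2-fold. Sema3b, a semaphorin gene of axon guidance, was higher in NOD.NON-H2-nb1 at E18.5 (0.99, SE 0.27, adjusted p = 0.03), also short of 2-fold. Of 30 lists of genes tested by camera in each comparison, 5 shifted in AKR/J, 1 in CAST/EiJ and 3 in NOD.NON-H2-nb1 at P30.5, and 15, 8 and 6 at E18.5. With the array date as a replicate block these numbers were 4, 1 and 2 at P30.5 and 14, 7 and 6 at E18.5, and AKR/J at P30.5 had 0 higher lists in place of 2. None of these shifts held with an estimated correlation. Axon guidance genes were lower in NOD.NON-H2-nb1 at P30.5, with a median of -0.11 (camera adjusted p = 0.00414, and 0.171 with an estimated correlation). At E18.5 they were higher in NOD.NON-H2-nb1 (median 0.13, camera adjusted p = 0.0445) and in AKR/J (median 0.07, camera adjusted p = 0.0364, and 0.0789 with the array date as a replicate block). Markers of tissue around the retina also differed between these E18.5 pools. Rod photoreceptor genes were lower in AKR/J at P30.5, with a median of -0.47 over 4 genes (camera adjusted p = 0.000738, and 0.0672 with an estimated correlation). From MAS5 signals, which measure 15 of the 17 listed genes, the median was -0.16 (camera adjusted p = 0.201). The genes that Table S3 lists for the 3 networks had 48, 43 and 59 probe sets in these data, of which 1, 4 and 8 were called in at least 1 strain at some age. These counts were not tested against the share of calls over all probe sets. They do not show whether these networks vary more between strains than other genes.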

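Rpn1, which encodes a subunit of the enzyme that attaches sugars to proteins, was lower in CAST/EiJ than in C57BL6/J retinas at P30.5 by 142.8-fold (log2 fold change -7.16, SE 0.16, adjusted p = 1.11e-19, n = 3 arrays per group), the largest change in any strain. Its mean RMA value was 3.84 ± 0.03 (SD) in CAST/EiJ and 10.99 ± 0.02 in C57BL6/J. The CAST/EiJ value lay below the lower quartile of the arrays (5.35 to 5.50), where the size of a fold change is uncertain. The Rpn1 probe set can match several genes, and without such probe sets the largest CAST/EiJ change was 81.4-fold. From MAS5 signals, which can lie near 0, the largest change was 2797-fold. Mid1, which encodes a ubiquitin ligase of microtubules, was lower by -6.35 at E18.5 (SE 0.32, adjusted p = 2.93e-13), with a median over its probe sets of -3.01 (median adjusted p = 0.173). Lztfl1, a gene of cilia, was lower by -4.80 at P30.5 (SE 0.16, adjusted p = 1.89e-16), with a median over its probe sets of -0.74 (median adjusted p = 0.00369). Nyx, which encodes the bipolar cell protein nyctalopin, was lower in CAST/EiJ at P30.5 (log2 fold change -2.15, SE 0.22, adjusted p = 7.92e-08), a fold change of -4.42. Its mean RMA value at P30.5 was 5.08 ± 0.15 (SD, n = 3) in CAST/EiJ and 7.22 ± 0.23 in C57BL6/J, and 7.06 ± 0.27 in AKR/J and 7.32 ± 0.15 in NOD.NON-H2-nb1. At E18.5 the CAST/EiJ difference was -0.31 (SE 0.22, adjusted p = 0.331). The change of the difference with age was -1.83 (SE 0.32, adjusted p = 0.000792 for the interaction). That call was lost with 10 of the 12 arrays left out in turn, where the adjusted p was 0.00125 without CAST/EiJ E18.5 replicate 1 to 0.00395 without C57BL6/J E18.5 replicate 3, from MAS5 signals (0.00248) and with the array date as a replicate block (0.00407). Probe sets of one gene often differed in CAST/EiJ. For 121 genes with a probe set lower at least 4-fold at both ages and other probe sets, the 282 other probe sets had a median change of -0.08, and 22 of them were called lower at both ages. For 157 genes with a probe set lower at least 4-fold with age in both C57BL6/J and AKR/J, the median of the 258 other probe sets was -1.69.

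**Figure D3:**
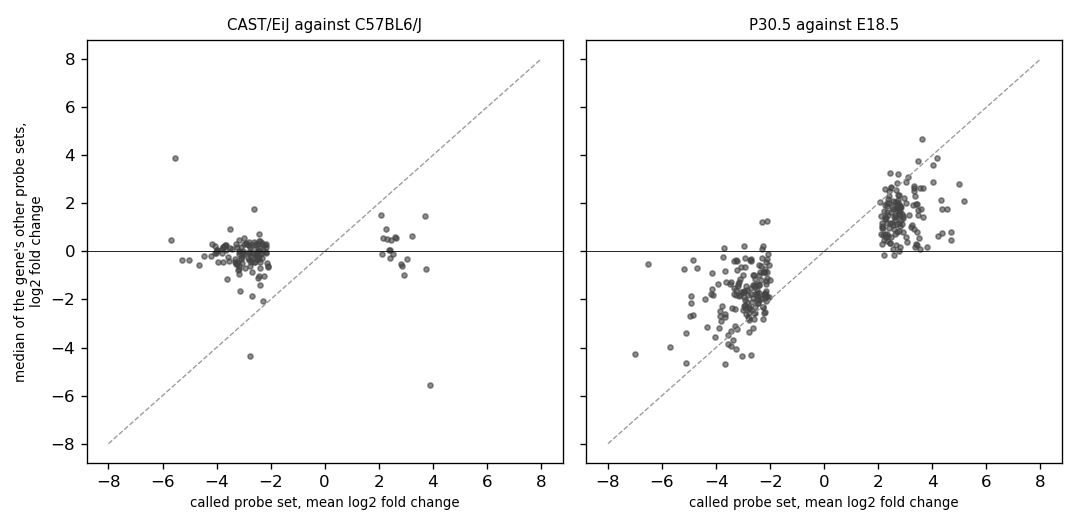
Log2 fold change of the called probe set of a gene (x axis) against the median log2 fold change of the gene's other probe sets (y axis), for CAST/EiJ against C57BL6/J and for P30.5 against E18.5 (mean of C57BL6/J and AKR/J), with 1 point per gene and a line of equal values. The CAST/EiJ points gather near 0 on the y axis, and the points of the age comparison lie closer to the line.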

Interestingly, CAST/EiJ showed the greatest expression variation (as great as 147 fold) between strains, such as with its down regulation of Nyctalopin (NYX) (−4.42 fold, p<7.92x10^−8^).

Pathway analysis of the 120 gene subset was performed to determine additional gene function. This analysis revealed involvement in transcription, signal transduction, sensory perception, and cellular communication (Network 1); photoreception, development, and metabolism (Network 2); and cell communication (Network 3). The genes within these networks varied in individual function, but showed primary involvement in transcription (41%), visual perception (13%), and signal transduction/cell communication (6%). Each network showed strain specific variation, while Networks 1 and 2 also showed temporal variation. These networks show more specialized function in the retina relative to the initial three networks. However, variation within both networks suggests phenotypic consequences resulting from expression variances are not limited to the retina.

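Nr2c1, which encodes an orphan nuclear receptor, was lower in CAST/EiJ than in C57BL6/J retinas at P30.5 by a probe set listed in Table S4 (log2 fold change -1.25, SE 0.19, adjusted p = 1.85e-05, n = 3 arrays per group), and differed by -0.05 (adjusted p = 0.805) by the one with the highest mean. Gng2, which encodes a G protein subunit, was lower in CAST/EiJ at E18.5 (-4.01, SE 0.30, adjusted p = 2.2e-10), with a median over its probe sets of -1.58 (median adjusted p = 0.00938). The genes that Table S4 lists for the 3 networks had 33, 19 and 12 probe sets in these data. Called in at least 1 strain at some age were 24 of the 33 probe sets of Network 1, 15 of the 19 of Network 2 and 8 of the 12 of Network 3. The paper took the genes behind these networks from those significant at E18.5 on these same arrays. A large spread between strains was one of its criteria. A high share of strain calls was thus built in, so these counts are not an independent test of strain variation in the networks. In CAST/EiJ, 20 probe sets of Network 1, 11 of Network 2 and 4 of Network 3 were called at E18.5, and 13, 9 and 4 at P30.5. In AKR/J the numbers were 10, 5 and 3 at E18.5 and 1, 2 and 2 at P30.5, and in NOD.NON-H2-nb1 they were 2, 4 and 3 at E18.5 and 0, 4 and 4 at P30.5. A change of the strain difference with age passed the interaction test for 1 probe set of Network 1 in AKR/J and 1 in CAST/EiJ, for 1 of Network 2 in CAST/EiJ and for 1 of Network 3 in NOD.NON-H2-nb1. At an adjusted p of 0.05 these numbers in CAST/EiJ were 6, 7 and 4 for the 3 networks. From E18.5 to P30.5 within AKR/J, CAST/EiJ or NOD.NON-H2-nb1, 4 to 9 probe sets of Network 1, 5 to 10 of Network 2 and 5 to 7 of Network 3 were called.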

Interestingly, genes showing both strain specific and temporal variation include genes which have been implicated in retinoblastoma (*RBL1*; [24]), focal retinal ganglion cell loss (*THRAP3*; [25]), and retinal development (*NCOA2*; [26], *CRABP1* [27], *RGS9* [28], and *TLE1* [29]). 

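Rbl1, which encodes the retinoblastoma-like protein p107, was lower than in C57BL6/J retinas at E18.5 in AKR/J (log2 fold change -2.21, SE 0.19, adjusted p = 1.75e-08, n = 2 and 3 arrays) and in CAST/EiJ (-2.32, SE 0.17, adjusted p = 3.07e-10, n = 3 arrays per group), by its probe set with the largest change. At P30.5 the differences were -0.22 (adjusted p = 0.576) and -0.01 (adjusted p = 0.98). The difference changed with age in AKR/J (1.99, SE 0.26, adjusted p = 7.7e-05 for the interaction, and 0.00277 without AKR/J E18.5 replicate 2) and in CAST/EiJ (2.31, SE 0.25, adjusted p = 1.41e-06). From MAS5 signals none of these 4 calls was made, with adjusted p-values of 0.121 to 0.932. Thrap3, which encodes a coactivator of transcription, was lower in CAST/EiJ at E18.5 (-3.99, SE 0.33, adjusted p = 1.63e-09) and at P30.5 (-3.64, adjusted p = 7.39e-09), and its interaction with age was 0.35 (adjusted p = 0.751). A second probe set of Thrap3 differed by 0.17 (adjusted p = 0.516) and 0.02 (adjusted p = 0.965). Crabp1, which binds retinoic acid in the cell, was higher in CAST/EiJ at P30.5 by 1.29 (SE 0.30, adjusted p = 0.00265), which misses the threshold, and passes it without the rd7 arrays (0.000964) or with the array date as a replicate block (4.4e-05). Its interaction with age was 1.60 (adjusted p = 0.029). Tle1, a corepressor gene, was higher in CAST/EiJ at P30.5 (1.09, SE 0.19, adjusted p = 9.5e-05). Without C57BL6/J P30.5 replicate 1 or CAST/EiJ P30.5 replicate 2 its adjusted p was 0.00104 or 0.00123, and its interaction with age was 0.57 (adjusted p = 0.237).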

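Rgs9 encodes a protein that switches off phototransduction in rods and cones. The probe set that Table S4 lists for it was lower in CAST/EiJ than in C57BL6/J retinas at P30.5, with a log2 fold change of -3.34 (SE 0.32, adjusted p = 2.27e-08, n = 3 arrays per group) and mean RMA values of 4.62 ± 0.15 (SD, n = 3) and 7.95 ± 0.73. The mean at P30.5 was 7.24 ± 0.62 in AKR/J and 8.42 ± 0.24 in NOD.NON-H2-nb1. At E18.5 the CAST/EiJ difference was -0.78 (adjusted p = 0.0752), and its change with age was -2.56 (SE 0.46, adjusted p = 0.00108 for the interaction). The probe set of Rgs9 with the highest mean differed by 0.19 at P30.5 (SE 0.16, adjusted p = 0.456), with 7.80 ± 0.12 (SD, n = 3) in CAST/EiJ and 7.62 ± 0.41 in C57BL6/J. Yet another of its probe sets differed by -0.29 (adjusted p = 0.276).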

*RGS9* for example, is associated with Bradyopsia in humans [30], which is characterized by significant down regulation in P30.5 CAST/EiJ (10.1 fold, p<2.27×^10−8^), and decreased electroretinogram amplitudes, correlates or mimics the response suppression observed in affected humans.

### Analysis of Functional Gene Networks

Analysis of networks based on genes involved in cell cycle, age related macular degeneration (AMD), and development were also performed showing temporal and strain specific variation in expression. 

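Bub1, which encodes a kinase of the mitotic checkpoint, was lower at E18.5 in AKR/J (log2 fold change -2.89, SE 0.20, adjusted p = 3.82e-10, n = 2 and 3 arrays), in CAST/EiJ (-3.55, SE 0.18, adjusted p = 2.4e-13, n = 3 arrays per group) and in NOD.NON-H2-nb1 (-2.13, SE 0.18, adjusted p = 7.27e-09) than in C57BL6/J retinas. Its mean RMA value was 7.88 ± 0.20 (SD, n = 3) in C57BL6/J and 4.34 ± 0.07 in CAST/EiJ. From MAS5 signals its adjusted p-values were 0.102, 0.00466 and 0.33. Cenpa, a centromere histone gene, was lower in CAST/EiJ at E18.5 (-1.79, SE 0.19, adjusted p = 7.57e-08) and in AKR/J (-1.56, SE 0.21, adjusted p = 1.25e-05, and 0.0127 from MAS5 signals). Of 26 cell cycle genes, 10 were lower and 2 higher in AKR/J at E18.5 at an adjusted p under 0.05, and 12 were lower adjusted over the list alone, with a median of -0.51 (camera adjusted p = 9.44e-05). In CAST/EiJ 7 were lower and 1 higher, also adjusted over the list alone, with a median of -0.30 (camera adjusted p = 0.000347, and 0.0617 from MAS5 signals). In NOD.NON-H2-nb1 1 was lower and 1 higher, and 2 and 2 adjusted over the list alone, with a median of -0.18 (camera adjusted p = 0.0612). Without NOD.NON-H2-nb1 replicate 1 or 2 the latter was 0.0387 or 0.043, and from the median of a gene's probe sets it was 0.0023. With an estimated correlation the adjusted p-values were 0.0628 in AKR/J, 0.0841 in CAST/EiJ and 0.379 in NOD.NON-H2-nb1. The same E18.5 pools differed in markers of muscle, connective tissue and pigment epithelium.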

Rationale for the retinal disease pathway was based on findings that genetic alterations specific to CAST/EiJ have been shown to be potentially involved in the development of age related macular degeneration (AMD) [31]. The AMD network was generated utilizing several AMD associated genes [32]–[52]. 

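Slc11a1, which encodes a metal ion transporter of macrophages, was higher at E18.5 in CAST/EiJ than in C57BL6/J retinas (log2 fold change 2.99, SE 0.28, adjusted p = 1.19e-08, n = 3 arrays per group). At P30.5 the difference was 0.46 (adjusted p = 0.252). Tst, which encodes a mitochondrial sulfurtransferase, was higher in CAST/EiJ at E18.5 (3.00, SE 0.24, adjusted p = 7.53e-10) and at P30.5 (2.31, adjusted p = 5.83e-08, and 0.0317 from MAS5 signals). Cfi, which encodes a protease of the complement system, was lower in AKR/J at P30.5 (-1.04, SE 0.17, adjusted p = 0.000138). Without AKR/J P30.5 replicate 3 or C57BL6/J P30.5 replicate 2 its adjusted p was 0.00169 or 0.00212, and from MAS5 signals it was 0.0145. Efemp1, C1s1 and Mfap5, which encode an extracellular matrix protein, a complement protease and a microfibril protein, were higher in AKR/J at E18.5 by 2.40 (adjusted p = 0.00162), 2.64 (adjusted p = 0.00156) and 4.30 (adjusted p = 0.0031). All 3 miss the threshold, and pass it without the rd7 arrays, with adjusted p-values of 0.000102, 0.000233 and 0.00016. At P30.5 they differed by -0.11 (adjusted p = 0.948), 0.26 (adjusted p = 0.868) and -0.14 (adjusted p = 0.968). The AKR/J pools of E18.5 that were high in these genes were also high in markers of connective tissue and muscle. Of 24 genes linked to macular degeneration, 9 were higher and 3 lower in AKR/J at E18.5 at an adjusted p under 0.05, with a median of -0.02, so the median and the larger group differ in sign (camera adjusted p = 0.175). In CAST/EiJ 7 were higher and 3 lower, with a median of 0.20 (camera adjusted p = 0.67). Complement genes were higher in AKR/J at E18.5, with a median of 0.49 (camera adjusted p = 0.0216, and 0.374 with an estimated correlation).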

The cell cycle, AMD, and development pathways exhibited strain specific variation in expression (Figure 3).

**Figure 3:**
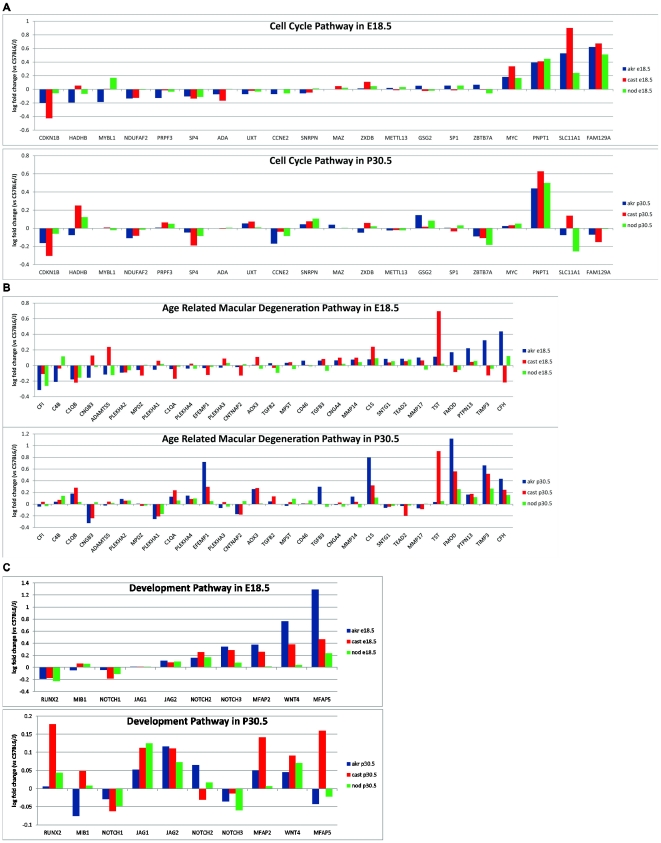
Key Pathway Analyses of Cell Cycle; AMD; and Development. Gene expression levels for genes present in the cell cycle, age related macular degeneration, and development pathways at E18.5 and P30.5 are shown. Expression levels for each strain are relative to C57BL6/J.

A developmental network (Figure 3) was also generated based on *NOTCH*, *WNT*, and *JAG* which are known to be involved in brain development [53], inner ear development [54], response to Vitamin D [55], and retinal development [56], [57]. This network showed strain specific variation in expression as well as temporal variances. These temporal expression variances are further supported by current studies showing *NOTCH* and *WNT* temporal expression is involved in retinal development [56], [57].

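Jag1, which encodes a ligand of Notch, was higher at E18.5 in CAST/EiJ than in C57BL6/J retinas (log2 fold change 3.39, SE 0.39, adjusted p = 3.89e-07, n = 3 arrays per group). The median over its probe sets was 1.60 (median adjusted p = 0.00917). From E18.5 to P30.5 it rose by 5.07 in C57BL6/J (SE 0.39, adjusted p = 1.53e-10) and by 4.09 in NOD.NON-H2-nb1. The CAST/EiJ difference changed with age by -3.14 (adjusted p = 0.000929 for the interaction). Sfrp1, which encodes a secreted inhibitor of Wnt, was higher in AKR/J at E18.5 (3.15, SE 0.43, adjusted p = 1.7e-05). Without AKR/J replicate 2 its adjusted p was 0.00165, from MAS5 signals 0.00297, and its median over its probe sets was 1.56 (adjusted p = 0.0371). Dll3, a gene of the Notch ligand family, and Hes6, a gene of the Hes family, fell with age in all 4 strains. In C57BL6/J they fell by 4.83 (SE 0.22, adjusted p = 7.92e-15) and 4.04 (SE 0.17, adjusted p = 2.52e-15) on the log2 scale. Of 25 Notch pathway genes, 17 fell and 1 rose with age in C57BL6/J at an adjusted p under 0.05, also adjusted over the list alone, with a median of -1.50 (camera adjusted p = 2.83e-06). The medians were -1.25 in AKR/J, -1.17 in CAST/EiJ and -1.38 in NOD.NON-H2-nb1. With an estimated correlation the adjusted p was 0.073 in AKR/J and 0.0628 in each of the other 3 strains. Of 35 Wnt pathway genes, 14 were higher in AKR/J than in C57BL6/J at E18.5, and 17 adjusted over the list alone, with a median of 0.65 (camera adjusted p = 6.62e-06, and 0.217 with an estimated correlation). In CAST/EiJ 11 were higher, also adjusted over the list alone, with a median of 0.42 (camera adjusted p = 0.0121, 0.504 with an estimated correlation, 0.0832 without CAST/EiJ replicate 1 and 0.0809 from the median of a gene's probe sets). These pools also had higher levels of mesenchyme markers at E18.5. With the level of the surrounding tissue as a covariate, a setting chosen after the data were seen, the Wnt shifts had camera adjusted p-values of 0.199 in AKR/J and 0.49 in CAST/EiJ.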

### Functional Correlation of Gene Expression with Observed Phenotypes

Electroretinograms were performed to determine if genetic background influences retinal function (Figure 4). Rod and cone photoreceptor cell function are depicted by the amplitude and temporal length of the a-wave and communication to second order neurons by the b-wave. Each strain exhibited unique retinal responses to light stimuli. Our previous report focused on cone photoreceptor (photopic, light adapted) function and showed CAST/EiJ retinas have reduced cone response compared to NOD.NON*-H2* ^-nb1^ and C57BL6/J [9]. In this study, we examine rod photoreceptor (scotopic, dark adapted) function. Overall, C57BL6/J retinas showed the greatest amplitudes of scotopic a- and b-waves while AKR/J retinas exhibit the smallest scotopic b-wave response (Figure 4). These strain specific variations in retinal response mimic human retinal disease. This similarity adds support for these strains as models for human disease.

**Figure 4:**
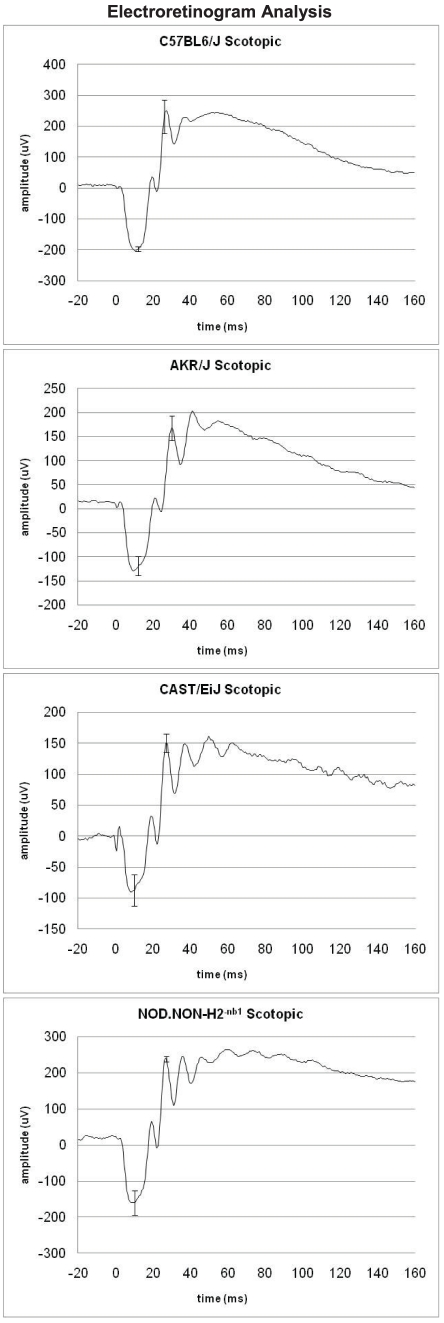
Scotopic Electroretinogram Analysis. ERG analysis is shown for each strain under scotopic conditions. Each strain represents the average of readings for three animals. Amplitude is measured in micro-volts (u) while time is measures in milliseconds (ms) with error bars shown for the A and B-waves respectively.

### Variation in Genetic Background Influences Protein Expression in the Retina

Western blot and immunohistochemical analysis was performed on five confirmed differentially expressed genes to determine if differences in mRNA expression impact protein expression and (Figure 5). These genes were selected based on their involvement in our first top scoring gene network. This network features genes present in the *TRβ* pathway. Pathway analysis of *TRβ* shows interaction with *OPN1SW*. Genes with tested antibodies were used for western blotting and immunohistochemistry. The majority of genes examined exhibited differential protein expression consistent with differential transcript expression. Localization of *PRPF3*, *NCOA2*, *MED1*, and *THRAP3* protein was consistent between strains while localization of *FOXC1* varied.

**Figure 5:**
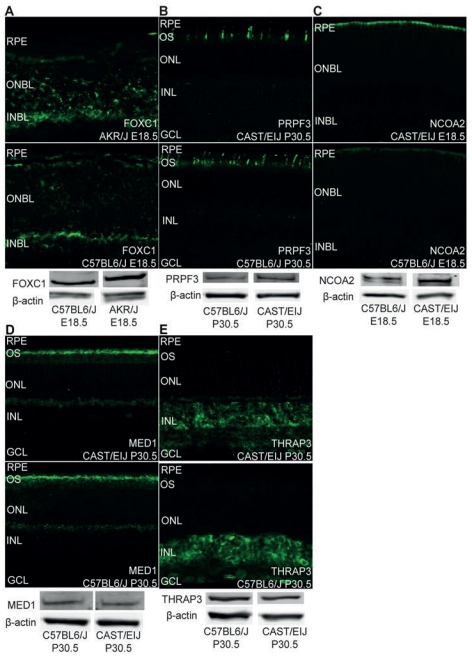
Western Blot and Immunohistochemical Analysis of Protein Expression and Localization. Western blots and immunohistochemical staining of retinal cross sections using antibodies FOXC1, PRPF3, NCOA2, MED1, and THRAP3. Each was found to be differentially expressed at the transcript level by microarray and qRT-PCR. Western Blot expression levels are in reference to levels of beta-actin. Cross sections used for immunohistochemistry are matched for orientation and field of view. Cross sections of E18.5 retinas are labeled with the following: retinal pigment epithelium (RPE), outer neuroblastic layer (ONBL), and inner neuroblastic layer (INBL). Cross sections of P30.5 retinas are labeled with the following: retinal pigment epithelium (RPE), outer segment (OS), outer nuclear layer (ONL), inner nuclear layer (INL), and ganglion cell layer (GCL).

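Med1, which encodes a subunit of the Mediator complex, was lower in CAST/EiJ than in C57BL6/J retinas at E18.5 (log2 fold change -1.85, SE 0.20, adjusted p = 1.98e-07, n = 3 arrays per group) and at P30.5 (-2.07, adjusted p = 3.11e-08). The medians over its probe sets were -0.26 (median adjusted p = 0.179) and -0.41 (median adjusted p = 0.0356). In NOD.NON-H2-nb1 at E18.5 it was higher by 1.16 (SE 0.20, adjusted p = 0.000485). That call was lost without any one array of the 2 groups (0.00228 to 0.00481) or with the array date as a replicate block (0.00104), and the median over its probe sets was -0.07. Ncoa2, which encodes a coactivator of nuclear receptors, differed in CAST/EiJ by 0.19 at E18.5 (SE 0.14, adjusted p = 0.329) and by 0.37 at P30.5 (adjusted p = 0.0506). Another of its probe sets was lower by -1.27 (SE 0.21, adjusted p = 7.32e-05) and -1.05 (adjusted p = 0.000675). The latter was 0.00186 to 0.00867 without any one of the 3 CAST/EiJ arrays or C57BL6/J P30.5 replicates 2 and 3. Foxc1, a transcription factor gene of the front of the eye, was higher in AKR/J at E18.5 by its probe set with the larger change (3.32, SE 0.59, adjusted p = 0.000294, n = 2 and 3 arrays). Its adjusted p was 0.00101 to 0.0163 without any one array of the 2 groups, 0.0101 from MAS5 signals, 0.00228 with the array date as a replicate block and 0.73 with the level of surrounding tissue as a covariate, a setting chosen after the data were seen. By its probe set with the highest mean the rise was 2.56 (adjusted p = 0.00196). Prpf3, which encodes a splicing factor, differed in CAST/EiJ by -0.05 at E18.5 (SE 0.13, adjusted p = 0.828) and 0.21 at P30.5 (adjusted p = 0.281). Protein levels are not analysed here.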

### Strain Specific Variations of Cone Cell Topography, *OPN1SW* Distribution, and Cone Specific Genes

Blue opsin expression occurs in a dorsal-ventral gradient distribution in the mouse retina [58], with approximately one third of the retina showing little or no blue opsin expression. To determine if retinal topography varies between strains, we examined whole mounts of P30.5 retinas from each strain labeled with peanut lechtin (PNA) to label all cones, and blue opsin (*OPN1SW*) to label blue cones. Total cone and blue opsin expressing cone cell abundance was measured within central, dorsal, and ventral retina in a 500 um region (Figure 6; Figure 7).

**Figure 6:**
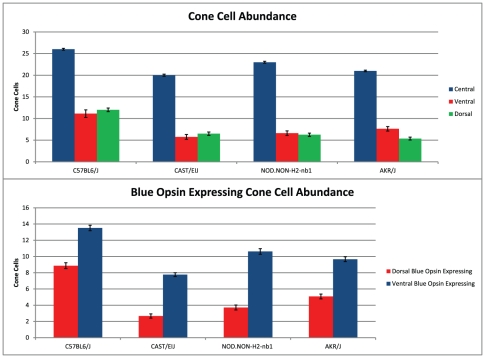
Cone Cell and OPN1SW Expressing Cone Cell Abundance across Strains. Cone cell counts within the central retina, dorsal and ventral retina, and those for dorsal and ventral cone cells expressing blue opsin are shown for each strain.

**Figure 7:**
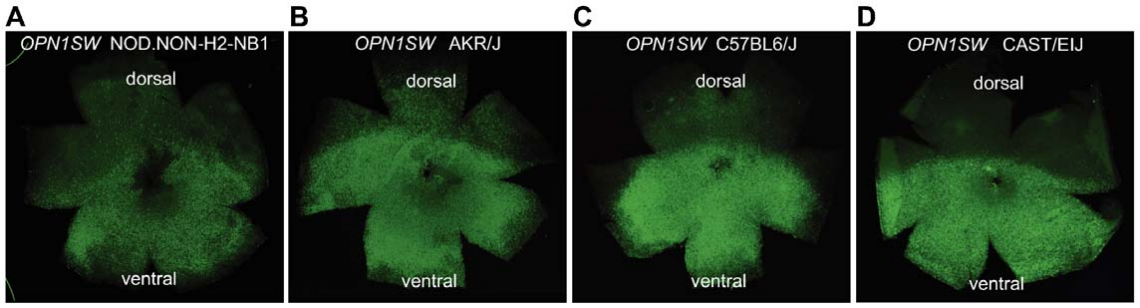
Retinal Whole Mounts Labeling OPN1SW for NOD.NON-H2-nb1; AKR/J; C57BL6/J; and CAST/EiJ. Immunohistochemical analysis of retinal whole mounts for each strain labeling blue opsin (OPN1SW). Whole mounts are orientation matched, with dorsal and ventral being labeled.

Total cell quantification showed C57BL6/J to have the greatest abundance of cone cells. Between the other strains, CAST/EiJ exhibited the greatest number of dorsal cone photoreceptor cells, the fewest ventral, and the fewest cone photoreceptor cells overall. Similarly, AKR/J had the fewest dorsal cone photoreceptor cells, but the greatest ventral. Additionally, NOD.NON*-H2* ^-nb1^ had the greatest overall cone cell abundance. For blue opsin expressing cone cells, C57BL6/J also showed the greatest abundance. Between other strains, CAST/EiJ retinas showed the fewest number in both the dorsal and ventral retina, AKR/J the greatest dorsal number, and NOD.NON*-H2* ^-nb1^ the greatest ventral number. This critical finding suggests that high abundance of cone cells does not imply a high expression of blue opsin. This confirms our previous finding that total cone cell abundance does not imply high abundance within a specific retinal region. Interestingly the expression levels of several cone cell specific genes [59] correlate with total and blue opsin expressing cone cell abundance. 

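Pde6c, which encodes the phosphodiesterase of cones, was lower than in C57BL6/J retinas at P30.5 in AKR/J (log2 fold change of MAS5 signals -2.61, SE 0.26, adjusted p = 2.08e-06, n = 3 arrays per group), in NOD.NON-H2-nb1 (-2.47, adjusted p = 4.24e-06) and in CAST/EiJ (-1.10, adjusted p = 0.00642). Pde6h, which encodes its inhibitory subunit, was lower at E18.5 in AKR/J (-4.33, SE 0.56, adjusted p = 5.51e-05, n = 2 and 3 arrays) and in NOD.NON-H2-nb1 (-4.04, SE 0.50, adjusted p = 3.03e-05). Gnat2, which encodes cone transducin, was lower in CAST/EiJ at E18.5 (-1.37, SE 0.20, adjusted p = 5.16e-05) and at P30.5 (-0.66, adjusted p = 0.0372), also in the MAS5 signals. Thrb, a thyroid hormone receptor gene that directs cone development, was higher in CAST/EiJ at P30.5 in the MAS5 signals (0.68, adjusted p = 0.0492), short of 2-fold. Of 14 cone genes measured by MAS5 signals, 8 had their highest mean in C57BL6/J at E18.5, 5 in NOD.NON-H2-nb1 and 1 in CAST/EiJ. At P30.5, 6 were highest in C57BL6/J, 5 in CAST/EiJ and 3 in NOD.NON-H2-nb1. Over the 42 comparisons of a gene in a strain with C57BL6/J, 32 lay below C57BL6/J at E18.5 and 29 at P30.5, and 12 and 5 of them were lower at an adjusted p under 0.05. At that limit 0 were higher at E18.5 and 1 at P30.5. Figure S1 was not read, so its cone genes may differ from this list. The AKR/J arrays at E18.5, with means of 11.4 and 11.5 for the skeletal muscle list, had means of 7.18 and 6.87 for the cone list, and the C57BL6/J arrays 5.67 to 5.8 for muscle and 7.7 to 8.09 for cones. CAST/EiJ replicates 1, 2 and 3 had 10.6, 7.16 and 7.56 for muscle and 7.18, 7.56 and 7.33 for cones. Each lay above all C57BL6/J arrays for muscle and below them for cones. For the mesenchyme list these replicates had 11.3, 7.88 and 9.13, and the C57BL6/J arrays 6.44 to 7.83. NOD.NON-H2-nb1 replicates 1, 2 and 3 had 10.7, 5.58 and 7.71 for muscle and 7.53, 7.85 and 7.79 for cones. The RMA table holds 6 of these genes, of which 4 were highest in C57BL6/J at E18.5 and 1 at P30.5. Opn1sw, the gene of the short wavelength opsin, is measured by different main probe sets in the tables, and its CAST/EiJ difference at P30.5 was -0.75 in RMA values (SE 0.24, adjusted p = 0.024) and 0.71 in MAS5 signals (adjusted p = 0.325). Array levels are per retina pool, and cone numbers are not analysed here.

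**Figure D4:**
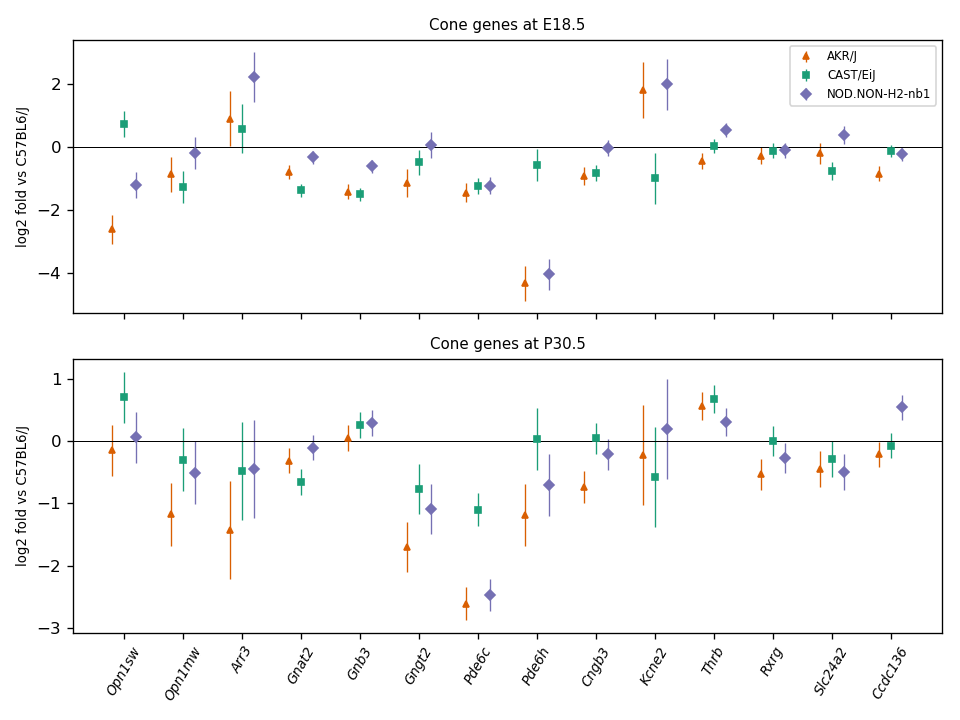
Log2 fold change from C57BL6/J (y axis, MAS5 signals, with the standard error as bars) of 14 cone genes (x axis) in AKR/J, NOD.NON-H2-nb1 and CAST/EiJ at E18.5 and P30.5. Points below 0 are lower than in C57BL6/J, 32 of 42 at E18.5 and 29 of 42 at P30.5.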

C57BL6/J showed the highest expression of all cone specific genes (Figure S1).

## Discussion

Genetic background can have a profound impact on both disease and non-disease associated phenotypes. We determined that genetic background impacts whole gene networks, key developmental processes that establish normal retinal topography, and ultimately influences phenotypic outcome associated with human retinal disease. These findings have wide reaching impacts as they each substantiate the fact that genetic background can not only influence disease phenotypes, but that non-diseased, “normal” phenotypes can show variations as a function of genetic background as well. Signature expression profiles identified three major biological networks and several tangent networks. The influence of genetic background on the expression of these networks shows strain and temporal specific variation. Putative network function analyses suggest that genetic background influences biological processes affecting cell signaling and cellular organization.

In this study, we determined a key correlation between retinal topography and genetic background. In the mammalian retina, cone photoreceptor cells are distributed in a defined pattern across the retina. In humans and non-human primates, there is a macula near the center of the eye. Within the macula is the fovea, a cone dense region comprised solely of red and green cones. This region of the eye provides the highest point of visual acuity. Genetic defects affecting the macula include cone dystrophies and macular degeneration, and affect the central vision. Humans and non-human primates possess a single fovea while bird species such as hawks are bifoveal, and dogs and cats lack a fovea but have a central band known as a visual streak (http://www.diabetesdaily.com/wiki/Retina). The mouse retina does not have a macula or fovea proper, however there is gradient in expression of the opsin genes in mouse cone cells. Green opsin has a uniform pattern of expression while blue opsin is expressed in a dorsal to ventral gradient, with a ventral concentration [58]. In this study, we determined that while the general pattern of cone photoreceptor cells and blue opsin expression is conserved, there are pronounced differences in patterning between mouse strains. Using these “normal” inbred strains, our findings illustrate that genetic background has profound effects on normal cell patterning in the retina. This observation is seen in other eye phenotypes in humans, such as variations in iris pigmentation, corneal thickness, and intra-ocular pressure. These studies thus illustrate the tolerance of the system to impact normal retinal morphology.

The observed changes in retinal function between strains and their correlation with gene expression show that strain specific variations may increase the susceptibility to disease for that strain. Additionally, the variations in expression between strains that show no association with disease illustrate the principle that normal variation between strains exist which are not associated with disease phenotypes. These variations between strains allow their use as models for human ocular diseases while further modeling normal variation between individuals. For example, CAST/EiJ mice exhibit decreased rod function correlating with significantly diminished expression of *NYCTALOPIN* (*NYX*) which models human retinal disease as human mutations in *NYCTALOPIN* are associated with phenotypes associated with impaired rod function, decreased a-wave amplitude, X-linked retinoschisis, and X-linked congenital stationary night blindness [60]-[62]. 

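Rpgrip1, which anchors a protein complex in the photoreceptor cilium, was lower in CAST/EiJ than in C57BL6/J retinas at E18.5 (log2 fold change -2.34, SE 0.22, adjusted p = 1.34e-08, n = 3 arrays per group), and by a second probe set by -2.00 (adjusted p = 4.21e-06). It was lower in AKR/J at E18.5 too (-1.65, adjusted p = 4.28e-05, 0.00333 without AKR/J replicate 2 and 0.00178 from MAS5 signals). In NOD.NON-H2-nb1 at E18.5 the ratios of these Rpgrip1 probe sets to C57BL6/J were 0.41 and 0.46, and the gene counted as specific to C57BL6/J at that age. Rarb, a retinoic acid receptor gene, was higher in CAST/EiJ at E18.5 (1.35, SE 0.22, adjusted p = 3.76e-05). In a fit of the E18.5 arrays alone its adjusted p was 0.00143, and with the level of surrounding tissue as a covariate, a setting chosen after the data were seen, it was 0.00283. Nsd1, which encodes a histone methyltransferase, was lower in CAST/EiJ at E18.5 by its probe set with the largest change (-1.88, SE 0.26, adjusted p = 6.37e-06), and differed by 0.16 (adjusted p = 0.733) by its probe set with the highest mean. Vsx1, a homeobox gene of bipolar cells, differed in CAST/EiJ at P30.5 by -0.13 (SE 0.23, adjusted p = 0.741). For Vsx1 there, Table 1 gives an array fold change of -1.1 and a qRT-PCR fold change of -25.43. Foxc1 differed in CAST/EiJ by 1.35 at E18.5 (SE 0.50, adjusted p = 0.0461) and by -0.10 at P30.5 (adjusted p = 0.921). By its other probe set, the one that Table 1 reports for AKR/J, the values were 1.03 (SE 0.53, adjusted p = 0.158) and -0.28 (adjusted p = 0.767), with E18.5 arrays between 3.62 and 6.30.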

CAST/EiJ also shows differential expression of *RGS9*; *FOXC1*; *RPGRIP1*; *VSX1*; *RARB*; and *NSD1*. Mutations within these genes have been associated with Bradyopsia; iris hypoplasia with glaucoma [63]; cone-rod dystrophy 13 [64]; corneal dystrophy [65]; Waardenburg syndrome [66]; and Sotos syndrome [67] respectively. We observed significant down-regulation of *RBP3* in NOD.NON*-H2* ^-nb1^ (-7.9 fold, p<3.2×10^−9^), a gene in which mutations have been associated with autosomal recessive retinitis pigmentosa [68]. 

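Rbp3, which encodes the protein that carries retinoids between photoreceptors and pigment epithelium, was lower in NOD.NON-H2-nb1 than in C57BL6/J retinas at P30.5 (log2 fold change -2.98, SE 0.24, adjusted p = 3.2e-09, n = 3 arrays per group). Its mean RMA value was 5.36 ± 0.16 (SD, n = 3) in NOD.NON-H2-nb1 and 8.34 ± 0.40 in C57BL6/J, a fold change of -7.89. From MAS5 signals the log2 fold change was -3.55 (adjusted p = 0.00606). At E18.5 it was lower by -1.59 (adjusted p = 6.51e-05, and 0.0103 from MAS5 signals), and the change of the difference with age was -1.39 (adjusted p = 0.0519 for the interaction). In CAST/EiJ it was lower at P30.5 (-3.44, SE 0.24, adjusted p = 7.29e-11), with a mean of 4.90 ± 0.32 (SD, n = 3). In AKR/J the mean at P30.5 was 7.57 ± 0.39 (SD, n = 3). The RMA table has 1 probe set of the gene. A second one has MAS5 signals alone, and by it the NOD.NON-H2-nb1 difference at P30.5 was -0.86 (SE 0.29, adjusted p = 0.192) and the CAST/EiJ difference -0.68 (adjusted p = 0.158).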

We further observed two known retinal genes [69], [70] *ROBO2* and *TRPM3*, to be significantly down regulated in CAST/EiJ and NOD.NON*-H2* ^-nb1^ respectively; while also identifying multiple novel genes within our pathways that may be associated with the observed changes in retinal function.

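Robo2, which encodes a receptor for the axon guidance protein Slit, was lower in CAST/EiJ than in C57BL6/J retinas at E18.5 (log2 fold change -5.63, SE 0.26, adjusted p = 6.85e-14, n = 3 arrays per group) and at P30.5 (-3.35, adjusted p = 4.69e-10). Its mean RMA value at E18.5 was 2.94 ± 0.09 (SD, n = 3) in CAST/EiJ and 8.57 ± 0.22 in C57BL6/J, and at P30.5 it was 3.27 ± 0.40 and 6.62 ± 0.30. The difference was smaller at P30.5, by 2.28 (SE 0.37, adjusted p = 0.000363 for the interaction). That call was lost without C57BL6/J E18.5 replicate 2 or 3, C57BL6/J P30.5 replicate 1 or 2, CAST/EiJ E18.5 replicate 1 or 3 or CAST/EiJ P30.5 replicate 2 (adjusted p-values of 0.0012 to 0.00173), and from MAS5 signals (0.0388). In CAST/EiJ the probe set lay near the low end of the RMA values at both ages. Trpm3, which encodes a cation channel, was lower in NOD.NON-H2-nb1 by its probe set with the largest change at E18.5 (-5.80, SE 0.27, adjusted p = 2.31e-13) and at P30.5 (-5.04, adjusted p = 3.37e-12). The same probe set was lower in CAST/EiJ (-5.59 and -4.99). By the Trpm3 probe set with the highest mean, the NOD.NON-H2-nb1 differences were 0.01 (SE 0.15, adjusted p = 0.99) and -0.41 (adjusted p = 0.12).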

Taken together, the genomic, structural, and functional correlations illustrate the variability tolerated and the level of what is considered “normal”. These studies demonstrate the strong influence of genetic background on phenotypic outcome. The inbred mouse strains, while providing a uniform genetic background are present with unique signature gene expression profiles. These unique gene network/pathway profiles must be taken into consideration when using these to generate targeted genetically engineered animals. Further, by identifying key pathways associated with disease, while accurately noting benign genetic variants, a more targeted approach to understanding disease pathology and future targeted gene therapy design can be achieved.

## Methods

### Ethics Statement

All animals were bred and maintained under standard conditions at The University of Nebraska Medical Center research vivarium in accordance with protocol #04086, approved by the Animal Care and Use Committee at the University of Nebraska Medical Center. Mice were housed in microisolator cages and provided food and water *ad libitum*. The University of Nebraska Medical Center is in compliance with the NIH policy on the use of animals in research (Animal Welfare Act P.L. 89–544, as amended by P.L. 91–579 and P.L. 94–279) as well as the Guide for the Care and Use of Laboratory Animals, NIH Publication No. 86–23.

Mice used in this study were bred and maintained under standard conditions in the research vivarium at the University of Nebraska Medical Center. Tissues were harvested from four genetically divergent strains of mice: B6 (C57 derived strain), CAST/EiJ (wild derived strain), AKR/J (derived from Castle's mice), and NOD.NON*-H2* ^-nb1^ (derived from Swiss mice) [71]. Retinal tissue was collected at embryonic day 18 (E18.5) and postnatal day 30 (P30.5). Adult mice were examined clinically by indirect ophthalmoscopy to examine the fundus.

### Public Access of Microarray Data

All microarray data from this study has been made MIAME complaint and is publicly available through the Gene Expression Omnibus (GEO) database under the series record GSE24512.

### Microarray Analysis

RNA was isolated at E18.5 and P30.5 as previously described [72]. Briefly, eyes were enucleated and placed in PBS on ice. Retinas were dissected using a stereo microscope (Zeiss Stemi SV 11) and RNA was isolated by TRIzol^®^ extraction. A total of 30 retinas were collected from 15 mice of each strain at similar time points during the day. Equimolar amounts of RNA isolated from ten retinas were pooled into three separate pools from each strain and time point. RNA was hybridized to Mouse 420A 2.0 (Affymetrix, Santa Clara, CA) chips by the UNMC Microarray Core Facility according to manufacturer specifications (Affymetrix, Santa Clara, CA). Data quality was assessed using the affyPLM package for the R programming language. Consistency of expression levels was confirmed by validation across multiple redundant probe sets. Differential expression analysis was performed using the Linear Models for Microarray Analysis portion of Bioconductor. Genes found to be differentially expressed for each pair wise comparison using a FDR-adjusted p-value of 0.001 and at least a 2 fold change were combined and used to perform clustering analysis. A self-organizing map (SOM) clustering algorithm was applied to genes showing significant expression differences as judged by mean log2 intensity per strain. The gap statistic was used to estimate the optimal number of clusters. Additional analysis was performed using BRB Array Tools for Excel 2007, as well as the Stanford Statistical Analysis of Microarrays (SAM) plug-in for Excel 2007. Subsequent pathway analysis based on genes found to be statistically significant by these methods was performed using Ingenuity Pathway Analysis software. Gene ontology and further annotation of genes was performed using the Affymetrix NetAffx database, BRB Array Tools, the Database for Annotation, Visualization, and Integrated Discovery (DAVID) (http://david.abcc.ncifcrf.gov), and the UCSC Genome Browser. Specific fold changes for each gene within each network, including fold changes across multiple probes is available for all strains and time points for both the 3098 gene derived networks (Table S3) and the 120 gene derived networks (Table S4).

### Quantitative RT-PCR

Real-time qRT-PCR was performed as previously described [72] to confirm differential expression observed in the microarray data. Greater than 82% of significant gene expression differences were confirmed by quantitative real time-PCR (qRT-PCR) with 45 of the 138 genes tested belonging to top scoring networks. RNA was isolated using the pooled samples from the microarray analysis as well as additional individual samples from E18.5 and P30.5 mice for each strain. First strand synthesis was performed using the RETROscript (Ambion, Austin, TX) on 2 µg of RNA template. Primers were selected using Primer3 software (Table S5). RNA and primers were diluted to 1∶100 concentrations prior to amplification, with qRT-PCR performed utilizing SYBR green PCR master mix (Applied Biosystems, Foster City, CA). qRT-PCR was performed on an ABI 7500 using default cycling parameters. For each RNA sample, triplicate reactions were performed, averaged, and *Δ*Ct normalized to β-actin. Comparisons between strains were made for fold change estimation with relative expression being calculated using the following formula: 1000/2^*Δ*Ctbactin-*Δ*Cttestgene^. Statistical significance of differential expression was determined by T-test using a p-value of <0.05.

### Immunofluorescence

Histological samples were prepared as previously described [73]. Briefly, animals were euthanized and eyes were oriented dorsal to ventral with a cautery, and subsequently fixed in 4% paraformaldehyde or 3∶1 methanol:acetic acid overnight at 4°C. Tissues were paraffin embedded and sectioned at 5 µm. Immunohistochemistry was performed as previously described [73]. Whole mounts of the retina were prepared for immunohistochemistry as described: Retinas were dissected and incubated for 15 min in cold buffer (50 mM NH_4_Cl, 0.02% sodium azide (NaN_3_ in PBS) twice and blocked overnight (0.01% Triton X100, 0.02% NaN_3_ in PBS). Retinas were incubated in primary antibody in blocking solution overnight at room temperature with gentle agitation. Retinas were then washed six times, 30 min each in blocking solution and incubated overnight in secondary antibody in blocking solution at room temperature. Retinas were rinsed six times, 30 min each at room temperature and mounted using SlowFade Light Antifade kit (Molecular Probes). The following primary antibodies were used at 1∶200 dilutions for immunohistochemistry, both sections and whole mounts: OPN1SW (goat polyclonal, SC-14363 Santa Cruz), Red/Green Opsin AB5405 (Millipore). The following secondary antibodies were used at 1∶400 dilutions for immunohistochemistry, both sections and whole mounts: Alexa Fluor 488 (Goat anti-rabbit, Invitrogen), Alexa Fluor 555 (rabbit anti-goat, Invitrogen).

### Western Blot Analysis

Western blot analysis was performed as previously described [18]. Briefly, retinas were homogenized in RIPA buffer (1 x TBS, 1% Igepal, 0.5% Na.Deoxycholate, 0.1% SDS, 0.04% Na.Azide, 1 mm PMSF), with 40 ug of protein utilized for each western blot. Primary antibodies used at 1∶500 dilutions unless otherwise indicated: *PRPF3* (rabbit polyclonal, Aviva); *THRAP3* (rabbit polyclonal, Lifespan); *MED1* (rabbit polyclonal, AbCam); *CERKL* (rabbit polyclonal, AbCam); *NRIP1* (*RIP140*) (1∶1000, rabbit polyclonal, AbCam); *NCOA2* (1∶1000, rabbit polyclonal, AbCam); *FOXC1* (1∶1000, goat polyclonal, AbCam); and *IRBP* (1∶200, goat polyclonal, Santa Cruz). The following secondary antibodies were used at 1∶10,000 dilutions: Alexa Fluor 488 (anti-rabbit, Invitrogen), Alexa Fluor 555 (anti-goat, Invitrogen), and Alexa Fluor 488 (anti-mouse, Molecular Probes). Samples were electrophoresed on 10% Tris-Bis NuPage gels (Invitrogen) according to manufacturer's recommendations. Proteins were transferred onto PVDF membranes and western blot analysis was performed using the Odyssey Infrared Imaging System (LiCor Technologies) according to manufacturer's recommendations. Blots were incubated in Odyssey blocking solution for 1 hour at room temperature. All primary antibodies were incubated in Odyssey blocking solution overnight at 4°C while secondary antibodies were incubated for 1 hour at room temperature. Images were visualized using Odyssey system and Odyssey v.1.2 software.

### Electroretinography

Electroretinogram analysis was performed on 7 mice of each strain (1–3 months). Mice were anesthetized with an intraperitoneal injection of a saline carrier (10 mg/g body weight) containing ketamine (1 mg/mL) and xylazine (0.4 mg/mL). Dark adapted (scotopic) electroretinogram recordings were performed using the UTAS E4000 system (LKC Technologies INC, Gaithersburg, MD) as described previously [18]. Mice were dark adapted for at least six hours and then anesthetized prior to recording. Signal processing was performed using EM for Windows v7.1.2. Signals were sampled every 0.8 ms over a response window of 200 ms. For each stimulus condition, responses were computer averaged with up to 50 records for the weakest signals.

### Pathway Generation and Analysis

Data were analyzed using Ingenuity Pathway Analysis (Ingenuity Systems, www.ingenuity.com). Gene identifiers and statistically significant expression values were uploaded into Ingenuity. Default cutoffs were set to identify genes whose expression was significantly differentially regulated and overlaid onto a global molecular network developed from information contained in the Ingenuity Pathways Knowledge Base. Networks were algorithmically generated based on their connectivity. Genes or gene products in the networks are represented as nodes, and the biological relationship between two nodes is represented as an edge (line). All edges are supported by at least 1 reference from the literature, from a textbook, or from canonical information stored in the Ingenuity Pathways Knowledge Base. Nodes are displayed using various shapes that represent the functional class of the gene product.

## Supporting Information

Figure S1 **Cone Specific Gene Expression.** Expression levels for multiple genes specific in their expression to cone photoreceptor cells are shown, as well as their chromosomal locations within both human and mouse. Expression levels are shown for each strain, relative to C57BL6/J, at both E18.5 and P30.5.
(TIF)

Table S1 **Standardized Microarray Expression Data Averaged by Strain.** Standardized microarray expression data is shown for both E18.5 and P30.5 time points with expression values averaged by strain.
(XLS)

Table S2 **Genes Showing Greatest Variation within Strains.** Genes exhibiting the greatest fold changes for each strain, at both E18.5 and P30.5 time points are shown. Gene symbols, corresponding GeneIDs, and p-values for each fold change are shown.
(TIF)

Table S3 **Microarray Data for Probes Correlating to Top Scoring Gene Networks.** Microarray data is shown in fold change (relative to C57BL6/J) for each strain at both E18.5 and P30.5 time points for each of the three top scoring 3098 gene derived networks.
(XLS)

Table S4 **Microarray Data for Probes Correlating to 120 Gene Networks.** Microarray data is shown in fold change (relative to C57BL6/J) for each strain at both E18.5 and P30.5 time points for each of the three top scoring 120 gene derived networks.
(XLS)

Table S5 **qRT-PCR Primer Design.** Gene names, abbreviations, amplicon size, and forward/reverse primers are shown for each primer pair used in qRT-PCR.
(PDF)

# Supplementary material for: Genetic Variations Strongly Influence Phenotypic Outcome in the Mouse Retina
**Source:** PLoS One. 2011 Jul 14;6(7):e21858. doi: 10.1371/journal.pone.0021858
**Supplement:** Table S5 — qRT-PCR Primer Design. Gene names, abbreviations, amplicon size, and forward/reverse primers are shown for each primer pair used in qRT-PCR.

qRT-PCR Primer Design

Gene Name	Gene Abbreviation	Amplicon Size	Forward Primer	Reverse Primer
aldo-keto reductase family 1, member E1	2900056m20		TCAGCCTGGTCTACAGAGTGAGTT	ATGCTCAAAGCAAACTGGAA
	5330426p16	200bp	TGGTCTCACACAGTCTCATGAACA	CGGTTATCCCAATGCAGTTCTT
	A230097k15	200bp	GAACCATCTATCCAGTGGCCATA	AGCGGATTTTACCCTGTTTGC
	A330062j17	200bp	AGGCCCTCCTGCTAGTTACA	ATGAGCTAAACGCCCTCAATATCTT
	A930009a15	200bp	ATCCCCTTAGAGCAAACAACGT	TTCGTAGCAGGGAGATGACTCA
Rho, GDP dissociation inhibitor (GDI) beta	Arhgd1b	200bp	TTCATGGTTGGCAGCTATGG	ACGGACAGACGCACTCATTCT
CAP, adenylate cyclase-associated protein 1 (yeast)	b-actin	180bp	ATGCCTCCCCTACCAATCTTC	GGATAACGTCCAGGGAACCA
	bcdo2			
	bops	200bp	GAGGCCTTCTTGGGCTCTGTA	ATGAACCTGCTCCAGCCAAA
carbonic anhydrase 8	cap1			
cholecystokinin B receptor	car8	883bp	GCTGACCTGAGCTTCATTGAG	GTCTCTCTGGCTACTGAAAG
cyclin E2	Cckbr	200bp	CGGTGGCCTATGGACTCATC	CACGTAGCAGCCACTACTGTCT
carcinoembryonic antigen-related cell adhesion molecule 10	CCNE2	200bp	ATGTCAAAGACGCAGCCGTTT	GGGCTGATTCTCCAGACAGT
cyclic nucleotide gated channel beta 3	ceacam10			
cellular retinoic acid binding protein I	Cngb3	200bp	ATACAGGGTCATATAATCGGAGGTCTT	TGTCCTGCTCCTCAGAGGTCTCT
DPH1 homolog (S. cerevisiae)	crabp1			
	dmn			
	Dph1	201bp	TGTCATGATTGCCAACCTTAATATAC	TCCAAGTGCTCCAGGATCTTG
endothelin converting enzyme 1	Ece1		GAATACTGCAGGCGCCATTT	TGGCACCCGAAACACTCTAGAC
endothelin 2	Edn2			
erythrocyte protein band 4.1-like 1	Epb4.1l1	193bp	AAGATGTCCTCACCAGCACGTA	TGCTGTAGTTTGGCTTCCTTGA
FGF receptor activating protein 1	frag1			
furry homolog (Drosophila)	FRY	200bp	TTTGTGGGATGTGTTTGTTGG	TAGCTAGCAACTTCAGAAAGGTACTTT
HRAS-like suppressor	HRASLS	200bp	CCAAATGCCTCTTAGGGATTCA	TTAGGGCTGCCATTTTAAAGG
importin 4	Ipo4		CAATGCCCGGGGAAGCA	AACCACTCCGCGTACGTGTT
integrin beta 5	itgb5	200bp	CATCTCCACACACACTGTCGATT	GGTCCCTTAGGGCTCAATGG
inositol 1,4,5-triphosphate receptor 3	ITPR3	175bp	GGCCTGTGACACTCTACTTATGTGTATC	GAGGTTCAAACACGATGATGATGA
mediator complex subunit 1	med1	195bp	GCTGGAAGCCCCAATAGTGA	CATTGGCATCCCCAATGTATTT
myocyte enhancer factor 2C	Mef2c	201bp	GACATTGTGGAGGCATTGAACA	GCTGGACACTGGGATGGTAACT
Musashi homolog 2 (Drosophila)	msi2	200bp	GAGAGATCCCCAACAGAAACG	TTGCAGACAATCTCTCTACGAA
myosin, light polypeptide kinase	Mylk	201bp	CCAAACAGAAGCAGTTCCTAAGTCA	TAATTCAAAGTAATGCCCATCATGATATCT
N-acetyltransferase 1 (arylamine N-acetyltransferase)	Nat1	200bp	GGCTTGACCCAAATATGGGCTTT	GGCTGATCCTTCCCAGATGTT
neuron navigator 3	NAV3	200bp	AATTAGGTTGGAAGTGACAAGATGCTA	CACTGTAAACTTTGAAAGAGGAAGAAAA
nuclear receptor subfamily 1, group D, member 1	nr1d1	191bp	CGGCTCAGCGTCATAATGAA	GTTGCCTTGCCGTAGACTGTT
nuclear receptor subfamily 2, group C, member 1	nr2c1			
nuclear receptor subfamily 2, group C, member 2	nr2c2	200bp	CTCACCTCAGCGCATTCAGA	GGTTGTCCGAGGTGGTGAATAT
nuclear protein 1	Nupr1	196bp	TACAGGACCTTGGAGAAATTAGGAGTT	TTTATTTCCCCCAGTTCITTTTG
nyctalopin	nyx	200bp	CCACACACCCCCCTTTTAT	TGTCCTATACTGAGGGATCAATTGT
olfactomedin 1	Olfm1	200bp	GGCGCTATGACTACGATGAA	TCCATGTACCAGACCCGGTTA
otopetrin 3	opnslw(bops)			
	Opsin1sw			
	OTop3	70bp	AAGTTTTCCATCTACCTGGGG	CTCTTTGGTCGCCATGTTTGT
p21 (CDKN1A)-activated kinase 7	PAK7	200bp	CACTGCTGGGCCTTTTGG	CCACTCGCTTCGATTGGAA
phosphodiesterase 8A	Pde8a	200bp	GAGCCCCCTATTTCAATGAG	GGTGAGCTGCGCAATTTAAGA
phosphoinositide-3-kinase adaptor protein 1	Pik3ap1	200bp	GGAATGGCAAGGAGTTTACCATA	TGCCTGCCTGGTTATCTGTTT
pituitary tumor-transforming gene 1	Pttg1	200bp	AGGCACACTGGAGAATGAGTACAC	CGATTTTAAAGGCCTGACACATAA
retinol dehydrogenase 9	Pttg1	200bp	TGGGAAAAAGATCACCGAGAA	CCAGCCCTCTCTCTCATTCA
receptor accessory protein 3	rdh9	200bp	TCAACGTCGCCAGTGTCTTG	CAGCATCTGGGTATTTGAGCATAA
regulator of G-protein signaling 9	reep3	200bp	CTTGCATGGTTTCCCCTGTACT	CCTTGCCGTCCAAAATTCAC
	restat			
	rgs9	200bp	ACGGGAGTCAGAATGCATAACC	CTGTCCGGCTTGAGGATGAG
sex comb on midleg homolog 1	scmh1	200bp	TAGCCAGCCTCTCTCCACAAG	TCTCTTTAAAAAAGGTCGCACCAT
superkiller viralicidic activity 2-like 2 (S. cerevisiae)	skiv2l2	200bp	GCTCTTCTCGAGATGAGGATTA	TCTCTTAAAGCCAATGCAATAGCA
solute carrier family 15 (H+/peptide transporter), member 2	slc15a2	200bp	TGAATATTTCCTTGGATGCCAAT	AAGACCCCGGTTGGTGATATTA
slit homolog 3 (Drosophila)	SLIT3	200bp	TTCCGCTTGCTCATGCGATGA	GAGCGATGCTCCGATCTGATTCT
suppressor of cytokine signaling 3	Socs3	201bp	ATGCTGGCCAAAGAAATAACCA	TCTAAATGCTACTGCCTCTTCACAAC
SRY-box containing gene 30	sox30	200bp	AGAAAAAAAGCCTAGAATGCTTTC	TCCAAGATAACGTAATGCTATCACATG
spermatogenesis associated 5-like 1	spata5l1		TGGGCTCTGACACAGCCAAAG	TCATGACACTCCGACTAAGAAATTCT
spermatogenesis associated 9	spata9	200bp	TTGCCAGAGAAGCCAGACAA	TGGTCCTCTGGTATGCTGTATGA
single-stranded DNA binding protein 2	Ssbp2	200bp	ACAACCAGACCCTTTTAGTTTCCT	TCATGACAGTATGCGTATATGTG
six transmembrane epithelial antigen of prostate 2	steap2	197bp	CTATCTTTCCACCACTTGTCTGTTT	CCACACCCAGCTGTTGGTGA
serine/threonine kinase 17b (apoptosis-inducing)	STK17B	200bp	GCAGTGGGACTTTGGAAGCTT	GCAAGGAGTCATCGAATCGAA
thyroid hormone receptor associated protein 3	thrap3	200bp	CTTGACACGACCTAGTGGTTTATTG	GAGGATCCAAAGTGATGCTCTTTAA
zinc finger, DHHC domain containing 14	Tyro3	200bp	TGTGCAAGGTGTGCCATTCTT	ACTCTGTGCGCTGGGTCACT
	Zdhhc14	65bp	GAGGACTGCGGACCAACATC	TTGGAGAGCCCAGCTGTCACT
ATP-binding cassette, sub-family A (ABC1), member 1	ABCA1	171bp	TTGGAGATGGTTATACAATAGTTGTACGA	TGAATATCCTGGTAGAGATGACAAG
	ABCA9	200bp	CCACATGAAGTGGAAACAAGAGGTA	CATAGTGCCTCGCTCGAGAGT
ATP-binding cassette, sub-family C (CFTR/MRP), member 4	ABCC4	200bp	CATCTGCGCCATCTTTGTAATC	TCTCTAGGTCGGTACTCAATCACT
ATP-binding cassette, sub-family C (CFTR/MRP), member 9	Abcc9	152bp	CAGATTCAAGCAACGCATGCT	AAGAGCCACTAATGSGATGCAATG
expressed sequence AI662270	AI662270	200bp	TCCTGAGGACTTCTTGCTGTTG	GGTGGTGGTTGAATCAGTAATCTCG
aquaporin 1	Aqp1	200bp	CTTTGGTTTGAGCATCGCTACTC	TGTCGACTAGGGAGGAGGTGAT
Rho, GDP dissociation inhibitor (GDI) beta	Arhgd1b	200bp	TTCATGGTTGGCAGCTATGG	ACGGACAGACGCACTCATTCT
bicaudal C homolog 1 (Drosophila)	bicc1			
bone morphogenetic protein 4	BMP4	200bp	AGCCTTTCAGCAAGTTTGTTTC	CCTGAATCTCGGCAGCTTTT
C1q and tumor necrosis factor related protein 5 /// membr	C1QTNF5	200bp	CACCTCCTGCCACATTTAAACAC	ACACTCGGTAATACCGTCACATACA
calmodulin-like 4	CALML4	200bp	TCTCCACCTTCTCGACCATCA	ATCATGCTGCTTCCCTTGAA
cyclin D2	CCND2	201bp	AAAACCAACCAACACATGACT	GCCCAAAATTCACCAAAACATGA
cyclin D3	Ccnd3	201bp	CCAACCTTCTCAGTTGCCAAA	AGCAGCAAGCAAGCAACAGT
CD151 antigen	cd151			
CD44 antigen	cd44			
chloride intracellular channel 6	Clic6	200bp	TGGAATGGCATTTGTGAAGAAAG	CAGAGCAACAACATCCTTAAAGCA
collagen, type XIV, alpha 1	Col14a1	200bp	GTGAAGACAGACAGTTTTCGAGTGA	CTTCCGTCATCAAGCACAGCTA
cellular retinoic acid binding protein I	crabp1			
Crx opposite strand transcript 1	crxos1			
cathepsin H	Ctsh	200bp	GAATTGCTCAGCCACCAAAAG	GCTCAGCCAAAGACAGCATTT
cytochrome b-245, alpha polypeptide	CYBA	200bp	AGGTTGGAGGCAACCATCAAG	GACAACCTCACAGAACTCAAGCA
EGF-like domain 7	Egfl7	200bp	AGAGCATGGGCTACAAGATCCT	CTGAACCTTGGCTACAAGGGATCTA
EH-domain containing 4	EHD4	200bp	CTGATCGAGGCTGTGGACAA	CTTTTAGCCACGACCCACTCTT
ELK3, member of ETS oncogene family	Elk3	200bp	CTGTATAAAAGTCTGTTTCGATTCACT	AGCTGGATCAATGTTGTATGCAA
ELOVL family member 7, elongation of long chain fatty acid	ELOVL7	200bp	ATGGGACCAGCCTACCAGAA	CGGTACCAAAAGTGGAGAAGAG
forkhead box C1	Foxc1			
forkhead box P2	Foxp2	201bp	TAAACCCCAAACTATGATAAGACGTT	TAGCAGCCACCTTCTGTCAAAC
frizzled homolog 6 (Drosophila)	FZD6	200bp	CCTGATTGGAGCTGCCCTTTCTT	AAGGAGCACCACAGATGAGTTTC
growth hormone receptor	Ghr	201bp	AGCTGATCTCTTGTCCTTGATC	TAAAGATCAATGTTTGGCAGTGATG
guanine nucleotide binding protein (G protein), gamma 11	GNG11	200bp	AACTGAAGATGGAGGTTGAGCAA	TCCCTCCCCCAGAGTTACTTATG
guanine nucleotide binding protein (G protein), gamma 2	gng2			
G protein-coupled receptor 116	GPR116	200bp	CTTGGTGTGCTGTCTGTATTGCT	CACGGGCAATAAATCAGAACTCAA
G protein-coupled receptor 177	GPR177	200bp	AGCTCAGTGAAAAGTGGATACCTAGTG	CCACCTGTCTACAGATGCTGTCTAT
gelsolin	Gsn	201bp	TACATCGAGACAGATCCAGCAAAT	AAGGCACTGATTGGTGACATTG
InaD-like (Drosophila)	INADL	198bp	GGTACACCTGACCCTTGTCGA	GCTTGACAGTGTGTTTTTAGATTATCC
jagged 1	JAG1	200bp	GAAAGTGGAAGCATCCAATCTT	GCAGTGTACTCTACGGCAAATCTAAA
Kruppel-like factor 4 (gut)	jarid1d	201bp	GCCAGGATCTGACGACTTTCTAC	ATTGAGGAGTAAATCTGAAGTTATCAA
	klf4	200bp	GGTCAAGTCCCAGCAAGTCA	CGGGCATGTTCAAGTTGGAT
	KRT8	201bp	AAGGCTGTGGTTGTGAAGAAGATT	GCCAGAGGATTAGGGCTGATC
LIM domain binding 3	LDB3	200bp	GTAATTCAGTGGTACAGAATTGTCTAGAA	GTATTCCTCTATGCACTAGTAAAGATG
LIM domain containing preferred translocation partner in li	LPP	200bp	CCACACCCTCAGAGCTGCTT	GTACACGGCTTAGCCAGACGAT
mannosidase 1, alpha	MAN1A	200bp	GTGACGCCTCTTAGCAGGTCTATC	TTAGAGCAAAAGCAGCAAGCAAAA
mbt domain containing 1	mbtd1	200bp	ACAGGACGGACATTTGATACAC	CTGCTGCTTCTGAGCCATCA
myocyte enhancer factor 2C	Mef2c	201bp	GACATTGTGGAGGCATTGAACA	GCTGGACACTGGGATGGTAACT
microphthalmia-associated transcription factor	MITF	200bp	CAGACATGCGGTGGAACAAG	GGTGGATGGGATAAGGGAAAGT
melan-A	MLANA	200bp	TGTGCTGAGTCCACACAATGC	ATGACGCCTTTTGTCCATCAA
Musashi homolog 2 (Drosophila)	msi2	200bp	GAGAGATGCCCAACAGAAACG	TTGCAGACAATCCTCTACGAA
nuclear factor of kappa light polypeptide gene enhancer in	nfkbia	200bp	CTGACCTGGTTTCGCTCTTGT	TGTGAATTCTGACTCCGTGTCAT
nischarin	NIBAN	201bp	TGAAGCCCAAGCCTTTTATAGAA	AGTCCAAACCAAGGCCCTCTT
	nisch	201bp	TCACCTGTGCGCTTAAAGTATCTTAA	AGAATCTAACACTATTGTGGCTAAAGT
	NPNT	200bp	CTGTGTGTATATCCCCAAGGTCATG	TAGGCTTGTGTGTGGCTTGA
nuclear receptor subfamily 1, group D, member 1	nr1d1	191bp	CGGCTCAGCGTCATAATGAA	GTTGCCCTTGCCGTAGACTGTTT
nuclear receptor subfamily 2, group C, member 1	nr2c1			
nuclear receptor subfamily 2, group E, member 1	nr2e1	200bp	CGCGTGAGAGAGAACTGTTTGT	AGGCAAATTCAGTGGCGTCTA
nuclear receptor interacting protein 1	nrip1	200bp	TCCGAGAACTGTGTGCGAGAT	TTTACCATTCCCGGGATGAAA
nuclear receptor-binding SET-domain protein 1	nsd1	196bp	GGAAGTGGACAGGAGCTCTCGTACA	TAAACGCTGCTCTTTGTCTTAC
protocadherin 15	pcdh15	200bp	TACAGAGATTTTGGATCGCTACGTT	GTTTGCCGTCACGGAACTTAAA
PHD finger protein 15	PHF15	196bp	GAGTTAAGGGCCTCAGGTTTGT	CCAAAGTCTAACCTGCTGCCATA
paired related homeobox 1	PRRX1	200bp	TGCTCTCGGATACCTACCATCA	CAAAGCAGGTTACCGAGAAGTGA
RAB38, member of RAS oncogene family	Pxx2	200bp	CCACGATGAGCCGACATTATCT	GGACCAATGACACAGTCAGTT
	Rab38	200bp	CACCCCATCAGCACAGTGTTTA	GCAAGACAATAACCCACACTTAG
	rai14	200bp	CTTTTGGCCGTTGAACTTGTA	AAGCTGCAAGCAAGTTGAACCT
retinoic acid induced 14	rarb	200bp	TTTTCCGAGAGATTTCAGAAGA	GCTCTCTGTGCATTCTCGCTT
retinoic acid receptor, beta	rarg	197bp	GGCTTCTTCAGACGCAGCAT	GGCGAGCCCTCCTCTTTTAC
retinoic acid receptor responder (tazarotene induced) 2	Rarres2	200bp	TTAAATATGGAACCCAAAGGGTAA	AGGTGAAGTCTGCTAGGGCTGA
RAS, guanyl releasing protein 3	RASGRP3	200bp	CTCCTCTGCATGTATCGGAATG	GATATGTCCATGAGGCTGATGTG
retinoblastoma-like 1 (p107)	rb1l	200bp	GAGGAGATTGGAACACCTCGAA	ACACTTGGAGTGGCTGAAGCTACA
retinol binding protein 3, interstitial	rbp3	200bp	CGGGACAGCCGTTATCTGTAA	CTACGGGCCACCATTTGTCAT
receptor accessory protein 3	reep3			
retinol saturase (all trans retinol 13,14 reductase)	retsat	200bp	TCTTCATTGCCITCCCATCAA	CAGTTTCATGATCACCGACATAGAG
ras homolog gene family, member D	Rhod	200bp	CAAGGTGCTGGTGAACAACCT	TAATCCGCCGCCAAAAGTTAT
ras homolog gene family, member J	RHOJ	200bp	ATATGGAATTGCACGAGGAAC	CAGCCCGTGAGAAATCTCACTCT
ring finger protein 128	RNF128	200bp	TCAAAGAGGCATCCAAGTCACA	CTGCCTTTAACTGCCTCTGCTT
RAR-related orphan receptor beta	rorb	200bp	CATGGAGCTGTGTCAGAACCA	ACAGATTCTGCTCAAGTCAAATG
retinitis pigmentosa GTPase regulator interacting protein 1	rpgrp1	200bp	AGATGTGCGGTATGGCACTCT	AGGAATAAGTGCAAGAAAGTGGTAGGT
sema domain, immunoglobulin domain (Ig), short basic do	S10096			
	sema3b	201bp	TGCCAGGAAGACAAATGAGTTATG	ACTCTGGAACCCACGCTCTCT
	sema3C	200bp	CGTGCAAGAGTGTAGTCCCTT	CACAGGCTGCGCGTAGATATG
secreted frizzled-related protein 1	sfrp1	200bp	TTTGAAGTGGCCACCTTGATAG	ACCTTTGTCTATTCTTCCACTCT
sine oculis-related homeobox 4 homolog (Drosophila)	Six4	201bp	TGGCCTTGAACCTACAGAGATT	TAAAACGACAGGCAACAGTCATGT
Six6 opposite strand transcript 1	six6os1	200bp	AAATTGTTACTGCCATGTGAGTCTCA	AGCTGGAATATGTGAAGATTTTGAATTAC
solute carrier family 38, member 4	SLOC38A4	200bp	GCCATTAATAGAACATCGTGTGGTTA	TACTTGCAATTTAGACTTGGCTTTT
sclerostin domain containing 1	SOSTDC1	198bp	AAGCACTGTATGCTGCATTCT	AAACTACCTTCCGCTGCTCAAA
SRY-box containing gene 17	SOX17	200bp	TAGCTCAGCGGTCTACTATTGCA	CGTGTAGCCCTCAACTGTTTC
T-box 15	TBX15	201bp	TGCCTACAGGGATGGAGAT	TGATCACCCACAGAGATTCTG
T-box18	TBX18	200bp	CTAAGTGGATGTTGGCAGGAA	GACATGCTACCTGTAATGGT
transforming growth factor, beta induced	TGFBI	200bp	CGGTGCGGTCTATGCCATCA	CTGCTTCTTCTGCTTGTGCTT
transforming growth factor, beta receptor II	TGFB2	200bp	ATGACCTCTACAGTAGGGTGCTTT	TTTGATTTTTTGATAGCCGTAAA
transforming growth factor, beta receptor III	TGFB3	186bp	AGCTTTGTGTTCAAGTCCGTGTT	GGGCTTGGTGAATGTCTTCTTATT
tumor necrosis factor, alpha-induced protein 2	TNFAIP2	200bp	GAATGGCTCCACTGCAACCT	TGTTCCGATGCTCCGACTT
tumor necrosis factor receptor superfamily, member 23	Tnfrsf23	200bp	TGTCCTCAGGTACATTTGTCAA	CCTATTGGCACTGCCATTTC
tumor necrosis factor (ligand) superfamily, member 12 ///	TNFSF12		TCCTTGGTCCAGTCTGTCTCT	GTCCTTGGTCACCAAGTCA
transformation related protein 53 binding protein 1	trp53bp1	200bp	TCATCTCTTACTGTTGAGTGTCCAA	TCAGTATCGTCAATCTGTGTGTTCTC
transient receptor potential cation channel, subfamily M, n	TRPM1	201bp	ACATCTTTGGTGTGCAACAAATATCTTG	AGATCATCCGATTTGGCATGTAGAAG
twist homolog 1 (Drosophila)	TWIST1	200bp	CCCACAGCTGCTGATTCTGAT	AAAGGTGTTAAATTTCTCTGATTGTTAC
uropalakin 3B	UPK3B	200bp	CTAGAGGAGGTGGCCAGTTCA	GCCTACCCGGTGTGTTGTTT
vestigial like 3 (Drosophila)	Vgll3	200bp	GAATGTTCTTCTCTGCCCTCTT	AACCCAGCAAGTGTCAACATCTG
Wnt inhibitory factor 1	WIF1	200bp	TCTGAAGGCAACACCATCCTTA	ACACACAGACCACCGTTTCATACA
WNT1 inducible signaling pathway protein 1	Wisp1	196bp	AAGTGATTTTGCTCAAGTTTTTAAACCA	ATCAGTCTCTAATCACCCCTCGACAT
wingless-related MMTV integration site 5A	wnt5A	200bp	CTGCAGAAATTCGTGGTGTGAAT	ACGGGCGTAAATGGGCGTTT
Yip1 domain family, member 4	yipf4	200bp	CCTCGGTGTAAGCGGAGATT	TAAAACCCAGTAGGCAATT
zinc finger, CCHC domain containing 5	ZCCHC5	200bp	GGCCTGATAGTTGCGAGAACA	GAGAAGAAGCTGCCAACAAAGC

How the deposited data were processed for this re-analysis (not part of the article)

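Gene expression was measured in mouse retinas of C57BL6/J, CAST/EiJ, NOD.NON-H2-nb1, AKR/J and rd7 mice at E18.5 and P30.5. There were 29 arrays in 10 groups, with 2 arrays for AKR/J at E18.5 and 3 for every other group, and each array carried RNA from a pool of 10 retinas. The log2 values are RMA values by the name the authors gave them, summarized per probe set by the authors and used here as deposited. They cover 56.4% of the probe sets, and the rule that left out the others was not stated in the text. The intensity values are MAS5 signals on a linear scale, used here as deposited, and their scaling was not stated. The paper names a different array model from the one on which the probe sets of these files are printed. Array medians were 6.74 to 6.96 for the log2 values and 91.9 to 135.3 for the MAS5 signals. Replicates correlated at 0.931 to 0.991.

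Probe sets were joined to gene symbols through the GRCm38.p6 annotation. Of those in the RMA table, 20506 had 1 symbol, 399 had several and 4539 were not listed. The RMA values were fitted with limma 3.58.1 in R 4.3.3, with 1 mean per group, all 29 arrays in the fit and 19 residual degrees of freedom. With 2 or 3 arrays per group, the test pools the spread over all groups. Contrasts set each strain against C57BL6/J at each age, P30.5 against E18.5 in each strain, and the first of these at P30.5 minus the same at E18.5 (interaction). P-values were adjusted by the Benjamini-Hochberg method within each contrast. A call needs an adjusted p under 0.001 and a change of at least 2-fold. The paper adds a false discovery limit of its own software, which was not used. A gene is represented by its probe set with the highest mean over the arrays. An adjusted p printed with a gene's median over its probe sets is the median of their adjusted p-values, not a test.

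The genes named in the text follow a rule. They are the 10 genes with the largest change per strain and age among the called ones whose arrays do not overlap between groups, every gene the paper names that a passage is about, up to 4 members of each reported list past an adjusted p of 0.05, and the 10 genes that change most with age in the same direction in all strains. Values printed in the paper's tables had been seen by then.

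Lists of genes were fixed from general knowledge for the cell cycle, the Notch and Wnt pathways, synaptic transmission, axon guidance, apoptosis, complement, macular degeneration, nuclear receptors and coregulators, the major histocompatibility complex region, rods, cones, bipolar cells, retinal pigment epithelium, mesenchyme around the eye and skeletal muscle. They were tested on gene values with camera at its preset correlation of 0.01, and adjusted over 510 tests, which are 30 lists in 17 contrasts. Of these, 173 passed an adjusted p of 0.05, and 25 did with the correlation estimated from the data. Overlap with strain specific genes was tested with Fisher's exact test. Some lists hold genes that the paper names, 10 in the nuclear receptor and coregulator list.

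The model, thresholds, lists, comparisons and alternatives were chosen before the data were examined. The alternatives were MAS5 signals, no dim probe sets (a highest group mean of 6 or more kept), the array date as a replicate block or as a random block, only the groups compared, only the arrays of the same age or strain, no rd7 arrays, a trend and robust variance prior, no probe sets that can match several genes, each array left out in turn, other thresholds, another probe set per gene, and other list tests. A covariate for the level of surrounding tissue, the mean log2 MAS5 signal of the muscle, mesenchyme and surface epithelium lists in each E18.5 array, was added after the data were seen, alone and together with an estimated correlation in camera.

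The labels give the date of each array, which is shared by arrays of different groups. Deviations from the group means correlated at 0.261 on average for arrays of the same date (120 pairs) and -0.121 for other pairs (258 pairs), and 42 of 45 pairs of groups had a mean over 0.1. The first date's 10 arrays all lie on one side of the first principal component, which holds 24.9% of the variance, and 18 of the other 19 on the other side. With the array date as a replicate block the AKR/J count at E18.5 was 832 and the rd7 count at E18.5 was 5.

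The tests were tried on simulated data. Of 67 probe sets shifted by log2 1.5 in random values with the spread of the real arrays, 53 were called in the CAST/EiJ comparison at P30.5, 52 in NOD.NON-H2-nb1 at E18.5 and 42 in AKR/J at E18.5. At log2 2 these were 63, 61 and 54, with 0 called in the wrong direction and 0 among unshifted probe sets. A list of 30 genes shifted by 0.5 had an adjusted p of 3.28e-30, and 1 of 30 other lists was called.

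Tables S3 and S4 were compared with the RMA values as a check of the scale. Of 390 values in Table S4, 373 lay within 0.01 of the values here, and of 906 values of paired entries in Table S3, 900 lay within 0.001. Of Table S1, the 1998 entries per age that could be read were used for a check of the scale alone. Over these, the mean absolute difference was 9.6e-07 at E18.5 when 5 strains were standardized together and 0.14 when 4 were. Table S2 and the protein, eye function and cell count data are not analysed here. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.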

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

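The tests of lower transcript levels in CAST/EiJ, of a difference of the AKR/J retina itself, of tissue carried along as a source of the cell cycle shifts and of the stage of development were chosen only after the result was seen, and the others before. Which other probe sets count in the test of variants was redefined after a first run, with the same verdict.

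In CAST/EiJ, more probe sets were lower than higher than in C57BL6/J, 1302 against 692 at E18.5 and 1093 against 619 at P30.5. CAST/EiJ is a wild-derived strain, so sequence variants under the 25-base probes may lower a signal without a change of the transcript. If they do, other probe sets of the same genes should not move, and for 121 genes with 1 probe set lower at least 4-fold at both ages the 282 others had a median of -0.0844, which fits variants and argues against a fall of all transcripts of these genes (-1.69 for genes lower with age in C57BL6/J and AKR/J). This was not particular to lower calls in CAST/EiJ, since the median of the others was -0.0215 for its higher calls, -0.193 for lower calls in AKR/J and -0.227 for those in NOD.NON-H2-nb1. A source of such splits between probe sets other than variants, and single genes such as Nyx, stay open, as no sequence was tested.

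The skeletal muscle list had a median of 4.2 and the mesenchyme list a median of 3.55 in AKR/J at E18.5, a signal in genes that the paper does not discuss. Tissue from around the retina carried along in the dissection would raise muscle and mesenchyme markers together, and the value of 3.55 fits it. A difference of the AKR/J retina itself needs AKR/J arrays close to each other, which lay within 0.16 in the muscle list, and other strains far below. Single arrays of rd7, NOD.NON-H2-nb1 and CAST/EiJ reached 11.3, 10.7 and 10.6 against 11.4 and 11.5 in AKR/J, with ranges within these groups of 4.36, 5.09 and 3.43. The first need was thus met and the second was not, so by the rule set for it this test cannot tell. The values show only that a muscle signal near this size also occurred in single arrays of other strains. A difference of the AKR/J retina itself stays open. With the level of surrounding tissue as a covariate, chosen after seeing the data, the AKR/J count at E18.5 was 179.

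The cell cycle list was lower in AKR/J and CAST/EiJ at E18.5 at the preset correlation of camera, but not with an estimated one (adjusted p = 0.0628 and 0.0841), nor in CAST/EiJ from MAS5 signals (0.0617). Carried tissue as the cause would remove the shift once its level is a covariate, and the larger adjusted p at the preset correlation was then 0.00586 (0.00101 in AKR/J), but 0.545 in both strains with an estimated correlation as well, chosen after seeing the data, so carried tissue stays open. Retinas further along in development would raise genes that rise with age over those that fall, and the difference of their medians was 0.0484 in AKR/J and -0.0164 in CAST/EiJ. It was 0.00286 to 0.0537 in AKR/J and -0.0286 to 0.0151 in CAST/EiJ when any one array was left out, which cannot tell. A change of the cell cycle in the retina itself was not tested apart from these.

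A difference between ages in the strain effect, tested by the interaction, was found for 60 probe sets in AKR/J, 221 in CAST/EiJ and 45 in NOD.NON-H2-nb1. The interaction of Nyx in CAST/EiJ was -1.833, that of Robo2 in CAST/EiJ 2.278, and that of Rbl1 2.31 in CAST/EiJ and 1.986 in AKR/J. The rd7 arrays, which the paper's text does not compare with C57BL6/J, had 75 probe sets called at E18.5 and 84 at P30.5. At E18.5 the rd7 count was 742 without rd7 replicate 1, 34 and 3 without rd7 replicates 2 and 3, and 9, 5 and 3 without C57BL6/J replicates 1, 2 and 3. The cone list had a median of 0.591 in rd7 at P30.5.

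Other splits of the arrays between groups were tried for each result. With 3 arrays against 3 there are 10 splits, too few for a share under 0.05. All splits were drawn without regard to the array date, which pairs arrays of different groups. For the counts by strain at P30.5, in NOD.NON-H2-nb1, rd7 and CAST/EiJ at E18.5, and by age in C57BL6/J, CAST/EiJ, NOD.NON-H2-nb1 and rd7, 1 of 10 splits, the real one, had a count as large, and the highest other count was 0. For camera p-values in CAST/EiJ at E18.5, 7 of 10 splits were as small for the mesenchyme list (0.00104, lowest other 7.09e-08), 1 for the pigment epithelium list (1.69e-05, lowest other 0.00313), 1 for the cell cycle list (4.69e-05, lowest other 0.000657) and 4 for the Wnt list (0.00311, lowest other 1.77e-05). In NOD.NON-H2-nb1 at E18.5 there were 5 for the pigment epithelium list (0.000108, lowest other 3.37e-07) and 1 for the cell cycle list (0.0216, lowest other 0.0237). At P30.5 there were 1 for the major histocompatibility complex list (MHC region) in AKR/J (0.000436, lowest other 0.000729), 3 for the synaptic list in CAST/EiJ (0.00126, lowest other 6.26e-06) and 1 for the cone list in rd7 (2.01e-10, lowest other 0.00344). By age, 1 split was as small for the cell cycle list in C57BL6/J (4.73e-17, lowest other 3.3e-08), CAST/EiJ (1.23e-13, lowest other 2.91e-07) and NOD.NON-H2-nb1 (5.35e-17, lowest other 6.28e-09). It was 1 for the bipolar list in C57BL6/J (1.03e-10, lowest other 6.84e-08), CAST/EiJ (2.52e-09, lowest other 2.14e-06) and NOD.NON-H2-nb1 (1.33e-09, lowest other 5.71e-08). For the Notch list it was 2 in C57BL6/J (1.77e-07, lowest other 3.7e-08), 1 in CAST/EiJ (1.54e-07, lowest other 2.5e-07) and 1 in NOD.NON-H2-nb1 (1.4e-07, lowest other 2.53e-07).

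Of 100 splits drawn for the interaction counts, 6 reached the count of 221 in CAST/EiJ (highest other 603). For NOD.NON-H2-nb1, 6 reached the count of 45 (highest other 901), and for rd7, 2 reached the count of 43 (highest other 122). The rd7 share lies under 0.05, in splits that ignore the array date. The rd7 count was 44 with the array date as a replicate block and 17 from MAS5 signals. The other rd7 split that reached the count kept the rd7 arrays of E18.5 whole. These splits also undo the strain effect at each age, so they cannot exclude chance for the interaction alone. For CAST/EiJ and NOD.NON-H2-nb1 the splits cannot tell, since each other split that reached the count kept the true groups of an age whole and so carries the strain effect itself, a reading set after the splits were seen. Of 100 splits, 1 reached the union of 2091 at P30.5 (highest other 1261). For strain specific probe sets at P30.5, 1 of 100 reached 106 in C57BL6/J (highest other 0) and 1 reached 64 in AKR/J (highest other 47). In CAST/EiJ, 1 reached 864 (highest other 863, with the CAST/EiJ arrays kept together). In NOD.NON-H2-nb1, 3 reached 67 (highest other 853, with the CAST/EiJ arrays under its name). Each other split that gave any such probe set kept the arrays of 1 strain together. The splits mix all strains, so they argue against chance for the strains as a whole, as far as splits that ignore the array date can tell. They cannot tell for a single strain.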

How the results depend on the processing

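The surrounding tissue covariate, alone or with an estimated correlation, was chosen only after the result was seen, and the other alternatives were planned. Of 594 alternative values for 27 counts, 456 stayed within 1.5 times and 138 did not. Of 429 for 26 list shifts, 381 kept their call, 41 lost it and 7 gained it. Of 225 for 9 overlaps, 201 kept their call and 24 gained it, and of 5337 for 342 gene values, 4761 kept it, 527 lost it, 41 gained it and 8 changed direction. The array date as a replicate block changed no other call of a gene or named list reported in the text than those printed there or here. The lists were not run with the random block or the other variance prior. The surrounding tissue covariate is built in part from the muscle and mesenchyme lists, so the loss of their calls with it was built in. Relative to the C57BL6/J mean it was 4.57 and 4.83 in the AKR/J arrays of E18.5. In those of C57BL6/J it was -0.272 to 0.333, so in AKR/J it is hard to separate from the strain. A group left with 1 array is assumed to vary like the others. Signal over background limits what dim probe sets can show, and without them no count moved past 1.5 times. The cause was not tested for any of the values that follow.

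At 4-fold: calls at E18.5 AKR/J 520, CAST/EiJ 656, NOD.NON-H2-nb1 140, rd7 48; calls at P30.5 AKR/J 146, CAST/EiJ 532, NOD.NON-H2-nb1 140, rd7 28; calls with age AKR/J 1383, C57BL6/J 1320, CAST/EiJ 1077, NOD.NON-H2-nb1 1237, rd7 1173; interactions CAST/EiJ 108; strain specific at E18.5 AKR/J 29, C57BL6/J 42, CAST/EiJ 220, NOD.NON-H2-nb1 13; strain specific at P30.5 AKR/J 18, C57BL6/J 39, CAST/EiJ 272, NOD.NON-H2-nb1 18; unions E18.5 1074, P30.5 654. At an adjusted p under 0.05: calls at E18.5 AKR/J 2176, NOD.NON-H2-nb1 641, rd7 894; calls at P30.5 AKR/J 724, NOD.NON-H2-nb1 651, rd7 134; interactions AKR/J 940, CAST/EiJ 994, NOD.NON-H2-nb1 173, rd7 289; strain specific at E18.5 AKR/J 412, C57BL6/J 238, NOD.NON-H2-nb1 77; strain specific at P30.5 AKR/J 138, C57BL6/J 164; overlaps nuclear receptors and coregulators among genes specific to CAST/EiJ at E18.5 0.00186. At an unadjusted p under 0.001: calls at E18.5 AKR/J 1842, rd7 664; calls at P30.5 AKR/J 660, rd7 136; interactions AKR/J 716, CAST/EiJ 764, NOD.NON-H2-nb1 226, rd7 336; strain specific at E18.5 AKR/J 223, C57BL6/J 212; strain specific at P30.5 AKR/J 114; overlaps nuclear receptors and coregulators among genes specific to CAST/EiJ at E18.5 0.0147. With only arrays of the same age or strain: calls at E18.5 AKR/J 313, NOD.NON-H2-nb1 272, rd7 4; calls with age CAST/EiJ 2477, rd7 1566; strain specific at E18.5 AKR/J 32, C57BL6/J 85, NOD.NON-H2-nb1 32; unions E18.5 1684; lists cell cycle in NOD.NON-H2-nb1 at E18.5 0.0478. With only the compared groups: calls at E18.5 CAST/EiJ 1307, rd7 1; calls at P30.5 AKR/J 133, CAST/EiJ 1044, NOD.NON-H2-nb1 194, rd7 13; calls with age CAST/EiJ 2477, rd7 1566; interactions AKR/J 601, CAST/EiJ 127, rd7 10; strain specific at E18.5 AKR/J 3, C57BL6/J 77, CAST/EiJ 67, NOD.NON-H2-nb1 8; strain specific at P30.5 AKR/J 22, C57BL6/J 42, NOD.NON-H2-nb1 34; unions P30.5 1174; lists cell cycle in NOD.NON-H2-nb1 at E18.5 0.0466; overlaps MHC region among genes specific to AKR/J at P30.5 0.0175. From MAS5 signals: calls at E18.5 AKR/J 427, NOD.NON-H2-nb1 243, rd7 9; calls at P30.5 AKR/J 269, NOD.NON-H2-nb1 255, rd7 47; interactions AKR/J 7, CAST/EiJ 35, NOD.NON-H2-nb1 5, rd7 17; strain specific at E18.5 AKR/J 39, C57BL6/J 55, NOD.NON-H2-nb1 27; strain specific at P30.5 C57BL6/J 51, NOD.NON-H2-nb1 44; largest fold 2797; lists cell cycle in CAST/EiJ at E18.5 0.0617, synaptic transmission in CAST/EiJ at P30.5 0.148; overlaps nuclear receptors and coregulators among genes specific to CAST/EiJ at E18.5 0.0304. With the surrounding tissue covariate, chosen after seeing the data: calls at E18.5 AKR/J 179, rd7 3; strain specific at E18.5 AKR/J 29, C57BL6/J 69, NOD.NON-H2-nb1 27; unions E18.5 1857; lists mesenchyme in AKR/J at E18.5 0.199, mesenchyme in CAST/EiJ at E18.5 0.378, skeletal muscle in AKR/J at E18.5 0.651, Wnt pathway in AKR/J at E18.5 0.199, Wnt pathway in CAST/EiJ at E18.5 0.49; overlaps nuclear receptors and coregulators among genes specific to CAST/EiJ at E18.5 0.00947. With this covariate and the estimated correlation, also chosen after seeing the data: lists cell cycle in AKR/J at E18.5 0.545, cell cycle in CAST/EiJ at E18.5 0.545, mesenchyme in AKR/J at E18.5 0.885, mesenchyme in CAST/EiJ at E18.5 0.904, pigment epithelium in AKR/J at E18.5 0.885, pigment epithelium in CAST/EiJ at E18.5 0.885, pigment epithelium in NOD.NON-H2-nb1 at E18.5 0.885, skeletal muscle in AKR/J at E18.5 0.917, Wnt pathway in AKR/J at E18.5 0.885, Wnt pathway in CAST/EiJ at E18.5 0.904. With array date as a random block: calls at E18.5 rd7 123; interactions AKR/J 119, CAST/EiJ 352, NOD.NON-H2-nb1 72, rd7 67; strain specific at E18.5 AKR/J 126; overlaps nuclear receptors and coregulators among genes specific to CAST/EiJ at E18.5 0.0261. With array date as a replicate block: calls at E18.5 rd7 5; overlaps nuclear receptors and coregulators among genes specific to CAST/EiJ at E18.5 0.019. Without the rd7 arrays: interactions AKR/J 235; strain specific at E18.5 AKR/J 164; overlaps nuclear receptors and coregulators among genes specific to CAST/EiJ at E18.5 0.00826. Counting genes: unions E18.5 1736, P30.5 1305. Without dim probe sets: overlaps MHC region among genes specific to AKR/J at P30.5 0.0487, nuclear receptors and coregulators among genes specific to CAST/EiJ at E18.5 0.0487. Without probe sets that can match several genes: largest fold 81.4; lists cell cycle in NOD.NON-H2-nb1 at E18.5 0.0449, MHC region in AKR/J at P30.5 0.32. With the estimated correlation: lists cell cycle in AKR/J at E18.5 0.0628, cell cycle in CAST/EiJ at E18.5 0.0841, MHC region in AKR/J at P30.5 0.229, Notch pathway in AKR/J with age 0.073, Notch pathway in C57BL6/J with age 0.0628, Notch pathway in CAST/EiJ with age 0.0628, Notch pathway in NOD.NON-H2-nb1 with age 0.0628, mesenchyme in AKR/J at E18.5 0.18, mesenchyme in CAST/EiJ at E18.5 0.611, pigment epithelium in AKR/J at E18.5 0.344, pigment epithelium in CAST/EiJ at E18.5 0.376, pigment epithelium in NOD.NON-H2-nb1 at E18.5 0.443, skeletal muscle in AKR/J at E18.5 0.217, synaptic transmission in CAST/EiJ at P30.5 0.449, Wnt pathway in AKR/J at E18.5 0.217, Wnt pathway in CAST/EiJ at E18.5 0.504. With the rotation test fry: lists cell cycle in NOD.NON-H2-nb1 at E18.5 0.0393, pigment epithelium in NOD.NON-H2-nb1 at E18.5 0.0843, synaptic transmission in CAST/EiJ at P30.5 0.0848. With the median over a gene's probe sets: lists cell cycle in NOD.NON-H2-nb1 at E18.5 0.0023, synaptic transmission in CAST/EiJ at P30.5 0.0528, Wnt pathway in CAST/EiJ at E18.5 0.0809.

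When 1 array was left out, ranges that crossed the limits were these: calls at E18.5 AKR/J 307 to 714, rd7 3 to 742. Calls with age AKR/J 2729 to 3874. Interactions AKR/J 26 to 46, CAST/EiJ 122 to 176, rd7 31 to 201. Strain specific at E18.5 AKR/J 38 to 178, CAST/EiJ 385 to 610, NOD.NON-H2-nb1 30 to 48. Lists cell cycle in NOD.NON-H2-nb1 at E18.5 0.0387 to 0.225, mesenchyme in CAST/EiJ at E18.5 0.000124 to 0.159, pigment epithelium in NOD.NON-H2-nb1 at E18.5 2.16e-05 to 0.081, Wnt pathway in CAST/EiJ at E18.5 0.00151 to 0.0832. Overlaps MHC region among genes specific to AKR/J at P30.5 0.0381 to 0.0711, nuclear receptors and coregulators among genes specific to CAST/EiJ at E18.5 0.0199 to 0.77. Values that changed direction, by setting, were these: surrounding tissue covariate: Atp1b4 AKR/J E18.5 -0.2976; median over probe sets: Med1 NOD.NON-H2-nb1 E18.5 -0.06619; largest change: Ncoa2 CAST/EiJ E18.5 -1.271, Ncoa2 CAST/EiJ P30.5 -1.049, Nsd1 CAST/EiJ E18.5 -1.882, Rgs9 CAST/EiJ P30.5 -3.339, Rorb CAST/EiJ P30.5 -4.083, Trpm3 NOD.NON-H2-nb1 E18.5 -5.8. The share of lower calls moved from RMA to MAS5 values as follows, at E18.5 and P30.5: CAST/EiJ 65.3% and 63.8% against 81% and 81.2%; AKR/J 38.6% and 69.5% against 59.3% and 82.2%; NOD.NON-H2-nb1 73.2% and 62.4% against 80.2% and 75.7%.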

Differences from the paper's values

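No test was added for the differences in this part, and the alternatives named here were set before the data were examined. Table 1 of the paper gives a microarray fold change of -11.11 for Gng2 in CAST/EiJ at E18.5, and the value here was -16.13. It did not differ with the array date as a replicate block or without C57BL6/J E18.5 replicate 3, and did under the other alternatives (-28.84 to -2.983 over all). For Ncoa2 in CAST/EiJ at E18.5 the paper gives 1.29 and the value here was 1.142. The alternatives gave -2.413 to 1.198, so none reached the paper's value. For Sema3b in NOD.NON-H2-nb1 at E18.5 the paper gives 1.25 and the value here was 1.984. The alternatives gave 1.55 to 5.385, so all lay above the paper's value. For Retsat in CAST/EiJ at E18.5 the paper gives 6.18 and the value here was 8.028, and none of the 17 alternatives closed the gap (2.761 to 8.486). Table S4 of the paper gives a ratio of 0.06 for Gng2 and folds of 1.14 for Ncoa2, 1.98 for Sema3b and 8.03 for Retsat. These are the values here at its precision, so the gaps lie between the paper's own tables. For CAST/EiJ at P30.5, Table S4 gives a ratio of 0.09 for Gng2 and folds of 1.29 for Ncoa2, 1.25 for Sema3b and 6.18 for Retsat. Those match the Table 1 values, which stand there under E18.5 and, for Sema3b, under NOD.NON-H2-nb1. The processing alternatives at E18.5 thus cannot account for the gaps.

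Values of Fig. 3B were read by eye and taken as log10 fold changes. For Efemp1 in AKR/J at P30.5 the paper shows about 0.72 in Fig. 3B and the value here was -0.033, with 0.721 at E18.5. For C1s1 in AKR/J at P30.5 it shows about 0.8 in Fig. 3B and the value here was 0.0779, with 0.796 at E18.5. For Cfi in AKR/J at E18.5 it shows about -0.31 in Fig. 3B and the value here was -0.0433, with -0.314 at P30.5. For Cngb3 in AKR/J at P30.5 it shows about -0.32 in Fig. 3B and the value here was -0.158, with -0.325 at E18.5. For Tst in CAST/EiJ it shows about 0.7 at E18.5 in Fig. 3B, where the value here was 0.905, and about 0.9 at P30.5 in Fig. 3B, where the value here was 0.695. In each of these the figure lay closer to the value here at the other age, as it would if the age labels of the panel were exchanged, which the figure alone cannot settle. None of the alternatives closed the gap, except for Tst at P30.5 from MAS5 signals and without C57BL6/J P30.5 replicate 1, CAST/EiJ P30.5 replicate 1 or CAST/EiJ P30.5 replicate 2.

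The paper places CAST/EiJ next to C57BL6/J and AKR/J next to NOD.NON-H2-nb1 in its E18.5 tree of Fig. 1. Over the 2817 probe sets called at E18.5, C57BL6/J and NOD.NON-H2-nb1 joined first here (Euclidean height 51.9) and CAST/EiJ last (84.9). By 1 minus the correlation the same pair joined first (0.189), but CAST/EiJ then joined AKR/J, and the last step (0.467) joined these pairs. Over the probe sets of Table S4, C57BL6/J and NOD.NON-H2-nb1 joined first by Euclidean distance (9.25, and 8.2 for standardized values), and AKR/J and NOD.NON-H2-nb1 by 1 minus the correlation (0.156). At P30.5 the tree here had the order of the paper's. The paper states that cone genes were highest in C57BL6/J, for the genes of its Figure S1. That figure was not read, so the genes counted here are another list. Of 14 cone genes with MAS5 signals, 8 were highest in C57BL6/J at E18.5 and 6 at P30.5, and of 6 with RMA values, 4 were at E18.5 and 1 at P30.5. Some of these ranks rest on near ties, such as Rxrg at P30.5 with 7.619 in CAST/EiJ and 7.615 in C57BL6/J. Of 42 comparisons in the MAS5 signals, 0 at E18.5 and 1 at P30.5 were higher than C57BL6/J at an adjusted p under 0.05. The paper names Prpf3 as differentially expressed without a strain, and it was called in none, with log2 fold changes at E18.5 and P30.5 of -0.42 and 0.02 in AKR/J, -0.05 and 0.21 in CAST/EiJ, and -0.12 and 0.16 in NOD.NON-H2-nb1. It names Vsx1 in CAST/EiJ, where the values were 0.37 at E18.5 and -0.13 at P30.5. For Vsx1 at P30.5 its Table 1 gives a qRT-PCR fold change of -25.43 beside an array fold change of -1.1. It also names Foxc1 in CAST/EiJ, where by the probe set with the highest mean the values were 1.35 at E18.5 (adjusted p = 0.0461) and -0.10 at P30.5. Trpm3, Rgs9, Ncoa2 and Nsd1 were called by a probe set other than the one with the highest mean. By the latter, the values were 0.01 for Trpm3 in NOD.NON-H2-nb1 at E18.5, 0.19 for Rgs9 in CAST/EiJ at P30.5, 0.19 for Ncoa2 in CAST/EiJ at E18.5 and 0.16 for Nsd1 in CAST/EiJ at E18.5.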

Other observations

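Of the values in this part, only the one with the surrounding tissue covariate rests on a test chosen only after the result was seen. In rd7 retinas at P30.5, Cngb3, which encodes a subunit of the cone cyclic nucleotide channel, was higher than in C57BL6/J (log2 fold change 1.60, SE 0.19, adjusted p = 6.3e-06, n = 3 arrays per group, and 0.00857 from MAS5 signals). Opn1sw, the short wavelength opsin gene, was higher by 1.38 (adjusted p = 0.00151). Of 6 cone genes, 2 were higher at an adjusted p under 0.05 and 4 adjusted over the list alone (camera adjusted p = 8.56e-09, and 0.00199 with an estimated correlation). The call in rd7 at P30.5 covered 60 higher and 24 lower probe sets, with a total of 47 from MAS5 signals and 13 in a fit of the compared groups alone. At E18.5 there were 66 higher and 9 lower, against 2 higher and 3 lower with the array date as a replicate block, 7 higher and 2 lower from MAS5 signals, a total of 1 in a fit of the compared groups alone, and a total of 3 with the level of surrounding tissue as a covariate, a setting chosen after the data were seen.

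In AKR/J at E18.5, erythroid genes were higher than in C57BL6/J (median log2 fold change 3.32 over 3 genes, camera adjusted p = 0.000153, and 0.123 with an estimated correlation), as were genes of endothelial cells and pericytes (median 1.79 over 13 genes, camera adjusted p = 2.24e-08, and 0.217 with an estimated correlation). The same AKR/J pools were high in muscle and mesenchyme markers. Nusap1 and Aspm, which encode mitotic spindle proteins, changed with age by -6.50 and -5.38 on average over the strains.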
